# The molecular basis of socially mediated phenotypic plasticity in a eusocial paper wasp

**DOI:** 10.1038/s41467-021-21095-6

**Published:** 2021-02-03

**Authors:** Benjamin A. Taylor, Alessandro Cini, Christopher D. R. Wyatt, Max Reuter, Seirian Sumner

**Keywords:** Bioinformatics, Machine learning, Animal behaviour, Entomology

## Abstract

Phenotypic plasticity, the ability to produce multiple phenotypes from a single genotype, represents an excellent model with which to examine the relationship between gene expression and phenotypes. Analyses of the molecular foundations of phenotypic plasticity are challenging, however, especially in the case of complex social phenotypes. Here we apply a machine learning approach to tackle this challenge by analyzing individual-level gene expression profiles of *Polistes dominula* paper wasps following the loss of a queen. We find that caste-associated gene expression profiles respond strongly to queen loss, and that this change is partly explained by attributes such as age but occurs even in individuals that appear phenotypically unaffected. These results demonstrate that large changes in gene expression may occur in the absence of outwardly detectable phenotypic changes, resulting here in a socially mediated de-differentiation of individuals at the transcriptomic level but not at the levels of ovarian development or behavior.

## Abstract (web summary)

Connecting genotypes to complex social behaviour is challenging. Taylor et al. use machine learning to show a strong response of caste-associated gene expression to queen loss, wherein individual wasp’s expression profiles become intermediate between queen and worker states, even in the absence of behavioural changes.

## Introduction

The relationship between gene expression and external phenotype is complex and unresolved. Much research in behavioral and evolutionary ecology is based on the implicit assumption that phenotypic traits can be modeled as though they directly reflect gene expression patterns, and that evolutionary trajectories can therefore be studied while remaining agnostic with regard to the underlying molecular mechanisms^1–3^. This “phenotypic gambit” has proven a useful rule of thumb, permitting the establishment of a rich body of literature surrounding the evolution of complex traits, despite a lack of data relating to the genetic basis of these traits^4–6^. In the past decade, however, advances in the affordability of “omic” data and availability of powerful bioinformatic methods have greatly enhanced our ability to assess the assumptions made by the phenotypic gambit^2,7^. The time is right to disentangle the molecular foundations of complex phenotypic traits.

Phenotypic plasticity, the ability of an individual to effect phenotypic changes in response to external cues, is an ideal phenomenon with which to study the relationship between gene expression and phenotype because it involves the production of multiple phenotypes without gene sequence changes. Of particular, value are species in which adult individuals can be experimentally induced to transition between distinct, measurable phenotypes. By comparing the gene expression profiles of groups of individuals that differ in their phenotypes as a result of plasticity rather than as a result of genetic differences, it is possible to isolate phenotypic effects of gene expression. Using this approach, significant progress has been made in unraveling the molecular underpinnings of sequential sex changes in hermaphroditic fish^8–10^, the distinct gregarious social phenotype of desert locusts^11,12^, and the reproductive castes of social insects^13–17^. Such studies typically rely on comparisons between groups of individuals with well-differentiated phenotypes, however. As a result, little is known about more subtle effects during the transition from one morph to the other, and the relationship between expression patterns and phenotypic traits at the individual level.

The reproductive castes found in the colonies of social insects provide excellent model systems for determining the extent to which fine-scale changes in phenotype are reflected at the molecular level. With a few exceptions^18^, the distinct queen and worker phenotypes found in such colonies are plastically determined either during development or in adulthood. Workers in some species can be experimentally induced to transition to a reproductive role in response to the removal of a colony’s queen^19,20^ or as a result of exposure to varying levels of brood^15,21^, allowing changes in the behavioral, physiological, and molecular traits that define caste identity to be tracked. An additional benefit—and challenge—of studying social insect colonies is that they involve complex social structures. Such interactions can be hard to study, but offer the opportunity to assess the effects of social interactions upon phenotypes and transcriptomes.

The European paper wasp *Polistes dominula* (Christ 1791) is a model organism often used in studies of social insect behavior^22,23^ and, more recently, for analyses of caste gene expression^24–26^. In this species, removing the established queen from a single-foundress colony induces a queen succession process in which one (or very few) workers transition to a queen phenotype, with age playing a key role in predicting which individual will do so^27,28^: almost invariably, the new queen is one of the oldest individuals, and there is little conflict over succession^19,29^. In a recent paper^29^, we followed responses to queen removal in *P. dominula* on a fine scale by measuring individual-level behavioral and physiological traits and generating a univariate measure of caste identity (“queenness”) to describe individuals’ phenotypic profiles (Fig. 1). We found that phenotypic responses were limited to the subset of individuals that transitioned to the queen role, while other individuals exhibited little or no measurable change in measured traits. This system, in which individuals within a controlled environment vary strongly and predictably in their phenotypic response to a shared stimulus, affords an excellent opportunity to track the relationship between gene expression and phenotypic expression at the individual level.

**Fig. 1:**
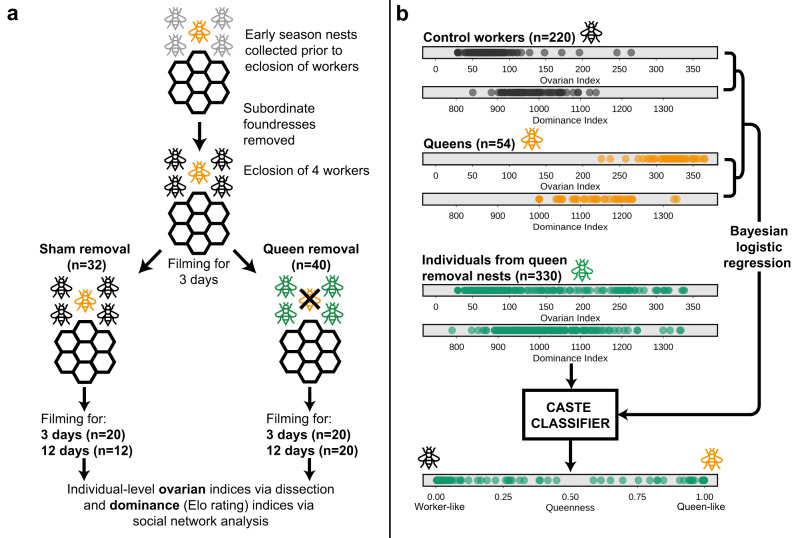
Summarized experimental design describing the generation of phenotypic data pertaining to individual-level responses to queen removal in *Polistes dominula*^29^ used in this study. **a** Early-season nests were transferred to the lab prior to the eclosion of workers and subordinate foundresses were removed. After at least 4 workers had eclosed, nests were filmed for 3 days and then assigned to either control or queen removal treatments. Following treatment (sham or queen removal) nests were filmed for a further 3 or 12 days and then all individuals were dissected to generate ovarian development indices following^57^. Footage of nests was used to generate dominance indices in the form of Elo ratings^59,60^. **b** Ovarian and dominance indices from queens (orange) and control workers (black) were used to produce a logistic regression model for caste classification (0 = worker, 1 = queen). Data from individuals on queenless post-removal nests (green) were then passed through this model to fit caste estimates and thereby identify individuals with high “queenness”, i.e., those that exhibited strongly queen-like phenotypes following queen removal and thus represented possible replacement queens. Of the individuals for which data are shown here, 27 queens, 12 workers from control nests, and 62 individuals from queen removal nests were subsequently sequenced to generate the data discussed in the present study. Images (wasps and nest combs) created by BAT.

Support vector classification is a powerful tool with which to transform complex patterns in multidimensional data into a continuous classification score, allowing the detection of subtle, widespread signals of differential expression between phenotypic states that are likely to be missed in conventional differential expression analyses. Support vector machines (SVMs) have become a key tool in the early identification of phenotypically indistinguishable cancer subtypes^30–32^ and their potential value has recently been demonstrated in animal behavior studies: Chakravarty et al.^33^, for example, recently showed that an SVM trained using accelerometer data can reliably classify the behaviors of wild Kalahari meerkats. Given their ability to detect subtle changes in patterns of high-dimensional data, SVMs should be ideally suited to quantify gene expression variation across the spectrum between differentiated worker and queen roles.

Here, we apply an SVM approach to analyze transcriptomes from the brains of 96 individuals for which we previously obtained fine-scale behavioral and ovarian data, including queens and workers from stable colonies and individuals from colonies that had their queens experimentally removed. Combining this approach with standard differential expression and gene co-expression analyses, we show that brain gene expression responses to queen removal in *P. dominula* include a colony-wide response that does not match that observed at the phenotypic level. Our results indicate that gene expression in *P. dominula* colonies reflects both a generalized response to queen loss that is seemingly independent of phenotype, and a phenotype-specific response that tracks individuals’ expression of plastic phenotypic changes. This study provides a comprehensive analysis of the ways that plastic phenotypes are reflected at the transcriptomic level; our results expose the complexity of the relationship between individual-level gene expression and individuals’ outward phenotypes.

## Results

### Support vector classification reveals consistent patterns of caste gene expression differentiation involving many genes

SVMs operate in a similar fashion to multivariate linear regression models, estimating the relationship between a response variable (here, known caste identities coded as worker = 0 and queen = 1) and one or more independent variables (here, expression profile) in a training data set. The model derived in this way is then applied to the query data set to derive predictions of the response. In contrast to standard linear models, SVM models project input data into a higher-dimensional space, thereby making it possible to fit a linear relationship to what would otherwise be non-linear data^34^. Using this approach allowed us to reduce the brain gene expression data we had generated down to a single dimension of predicted caste identity (the classifier variable), analogous to the Bayesian logistic regression model we used in Taylor et al.^29^ to condense ovarian and behavioral data into a unidimensional metric of phenotypic caste (“queenness”; Fig. 1).

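Brain RNA from 96 individual *Polistes dominula* females was sequenced, with 1 library per brain and no pooling. They were 26 foundress queens, 12 workers from control nests and 58 individuals from nests that had lost their queen, of which 24 were sampled 3 days and 34 were sampled 12 days after the removal. Of the queens, 14 headed control nests and 12 were the queens taken from the queen removal nests. The authors removed reads of ribosomal RNA with SortMeRNA, trimmed the remainder with Trimmomatic, aligned them with STAR to the annotated *P. dominula* transcripts and counted them with StringTie2. The deposited values are whole-number counts per gene that were not normalized. Queens had 7933671 to 14222806 counts per library (median 10437136) and control workers had 10590342 to 16223250 (median 13212068). Individuals from queen removal nests had 9961485 to 16476635 counts at day 3 (median 13355627) and 10480464 to 18124755 at day 12 (median 13377402). Rows of the same gene were summed, and the 10794 genes with more than 20 counts summed over at least one of the groups were kept. Levels are given as CPM from edgeR after TMM scaling, and differences between groups were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. For the SVM, a variance-stabilizing transformation was applied and each gene was z-scored over all libraries. Control workers were coded 0 and queens 1, and the kernel was radial (cost 32, gamma 1e-06, epsilon 0.1). Cross-validation used 3 folds and 20 random binnings, and errors are mean squared errors. Gene symbols came from a table of the reference annotation and product names from the study's supplementary tables.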

We trained an SVM using whole-transcriptome data from 26 queens and 12 workers from stable, queenright colonies. A full model, based on all 10,734 genes annotated in our experiment, achieved a root mean squared validation error of 0.065 in threefold cross-validation, i.e., a model trained on a random subset of two-thirds of workers and queens classified the remaining third within 25.5% of their true values (0 and 1 for workers and queens, respectively). This error rate suggests reliable classification because it indicates that any given control worker was likely to receive a classification that was closer to that of all other workers than it was to the classification of any given queen, and vice versa.

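Some genes differed between the castes by modest amounts and with little spread. FoxK, a forkhead transcription factor, stood at 220 ± 25.9 CPM (SD, n = 26) in queens and 161 ± 7.44 CPM (SD, n = 12) in control workers. This is a log2 fold change, worker minus queen, of -0.45 (SE 0.05, adjusted p = 7.32e-11 by edgeR with Benjamini-Hochberg adjustment). Flotillin-1, a scaffold protein of cell membranes, was higher in control workers, at 312 ± 49.2 CPM against 223 ± 23.2 CPM in queens (log2 fold change 0.48, SE 0.06, adjusted p = 3.85e-09 by edgeR). The SVM trained on all 10794 genes had a cross-validation error of 0.0561 ± 0.00703 (SD over 20 binnings). When all wasps of a nest were left out of the training, held-out queens had a mean estimate of 0.879 ± 0.140 and held-out control workers 0.223 ± 0.0848. The lowest held-out queen, at 0.597, lay above the highest held-out worker, at 0.338. The error rose to 0.180 with a gamma of 1e-07.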

As many genes will not vary consistently in their expression between workers and queens, an SVM model fit to the entire transcriptome is likely to exhibit a significant degree of overfitting. In order to identify a minimal set of genes that were maximally predictive of caste identity, we applied a process of “feature selection” in which uninformative genes were progressively dropped until an optimal model containing only caste-informative genes was achieved (Supplementary Fig. S1; Supplementary Data File 1). The model obtained in this way contained 1992 genes with a root mean squared classification error of 0.021, a substantial improvement over that achieved for the model containing all genes (Supplementary Data File 2). This model classified queens and workers very consistently, with strong separation of queens from workers (Fig. 2A). 

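Feature selection reached its lowest error, 0.0190, with 1838 genes, and 1015 of them pulled the estimate toward queens and 823 toward workers. On the queen side, the named genes of largest weight were toll-like receptor 13 (LOC107067723), a receptor of innate immunity, and histone H4 (LOC107064462). The toll-like receptor stood at 13.1 ± 2.64 CPM (SD, n = 26) in queens and 7.30 ± 1.21 CPM (SD, n = 12) in control workers (log2 fold change -0.85, SE 0.12, adjusted p = 5.01e-08 by edgeR with Benjamini-Hochberg adjustment). This histone H4 gene stood at 11.6 ± 6.48 and 0.950 ± 0.597 CPM (log2 fold change -3.59, SE 0.32, adjusted p = 8.09e-16 by edgeR). On the worker side were a zinc carboxypeptidase-like gene (LOC107065294), a histone H2A gene (LOC107068157) and an ejaculatory bulb-specific protein 3-like gene (LOC107068501), the last from a family of chemosensory proteins. The carboxypeptidase stood at 0.237 ± 0.327 CPM in queens and 1.55 ± 0.968 CPM in control workers (log2 fold change 2.67, SE 0.42, adjusted p = 1.14e-06 by edgeR). Histone H2A stood at 26.1 ± 5.23 and 52.5 ± 10.0 CPM (log2 fold change 1.01, SE 0.09, adjusted p = 7.59e-15 by edgeR). Over new binnings the kept genes gave an error of 0.0205 ± 0.00305, and sets of 1213 to 3255 genes lay within 1 SD of the minimum. The binnings that chose these genes held all queens and control workers. With the genes chosen again inside each training set, from 1794 to 3294 of them, the held-out error was 0.0568 ± 0.00619 (SD over 5 binnings).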

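Krüppel homolog 1 (Kr-h1), a transcription factor induced by juvenile hormone, separated the castes in almost every wasp. Its level in 25 of 26 queens lay above that of the highest control worker, which was 4.37 CPM. Histone H4 (LOC107064451) lay above the highest control worker, at 3.19 CPM, in 25 of 26 queens. With the genes kept by feature selection, queens had a fitted SVM estimate of 0.935 ± 0.0606 (SD, n = 26, range 0.900 to 1.10) and control workers 0.0970 ± 0.0152 (SD, n = 12, range 0.0500 to 0.112). These wasps were also the training set, and 10 of the 12 control workers were fitted within 0.01 of 0.1, the epsilon of the regression. When each wasp's nest was left out of the training, queens had a mean estimate of 0.877 ± 0.133, the lowest at 0.581, and control workers 0.220 ± 0.0850, from 0.0481 to 0.336. The difference, worker minus queen, was -0.657 (SE 0.0359, two-sided permutation p = 1e-05, the smallest that 100000 permutations can give).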

Thirty-four gene ontology (GO) terms were significantly enriched among these 1992 genes, including a number of terms associated with translation such as rRNA processing, tRNA aminoacylation, and ribosomal large subunit biogenesis (Supplementary Fig. S2).

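Genes of translation differed between the castes in both directions. Of 60 cytosolic ribosomal protein genes, 27 were lower in control workers than in queens by edgeR (33 when adjusted over the list alone). RpL15 and RpL9 had log2 fold changes of -0.39 and -0.42. Of 35 aminoacyl-tRNA ligases, 7 were higher in control workers and 1 was lower (7 and 1 when adjusted over the list alone). These enzymes charge tRNAs with amino acids. The phenylalanine enzyme alpha-PheRS had a log2 fold change of 0.25 (adjusted p = 0.000744 by edgeR) and the mitochondrial leucine enzyme LeuRS-m 0.27, whereas the tryptophan enzyme TrpRS had -0.22 (adjusted p = 0.0208 by edgeR). Of 68 mitochondrial ribosomal protein genes, 13 were higher in control workers and 1 was lower (13 and 1 when adjusted over the list alone), with mRpS31 at 0.27 (adjusted p = 0.000279 by edgeR). Of 31 genes of rRNA processing, Tsr1 and Non1 were lower, at -0.16 and -0.17 (2 also when adjusted over the list alone). Of 38 initiation and elongation factors, 6 were lower and 2 higher (6 and 2 when adjusted over the list alone). Among them, eIF4A, the helicase of translation initiation, had -0.36 (adjusted p = 2.55e-05 by edgeR) and the elongation factor eEF2 had -0.26. Muscle genes, markers of another tissue, were lower in control workers as well: the mean log2 CPM of 16 of them was 8.33 ± 0.87 (SD, n = 26) in queens and 7.68 ± 0.72 (SD, n = 12) in control workers (two-sided permutation p = 0.0304).
Against all other genes, camera with a preset correlation of 0.01 called the cytosolic ribosomal proteins (adjusted p = 6.48e-09 over 24 lists), the aminoacyl-tRNA ligases (0.0137) and the mitochondrial ribosomal proteins (0.0418). It did not call rRNA processing (adjusted p = 0.851) or the translation factors (0.34). These calls were lost at adjusted p = 0.715, 0.47 and 0.891 with an estimated correlation. In a test added after the data were seen, feature selection had kept 4 of the 60 cytosolic ribosomal protein genes where 10.2 were expected by chance, 1 of the 35 aminoacyl-tRNA ligases where 5.96 were expected, 2 of the 31 genes of rRNA processing where 5.28 were expected and 13 of the 68 mitochondrial ribosomal protein genes where 11.6 were expected. None of these was above chance (one-sided hypergeometric test, each at 1 after Benjamini-Hochberg adjustment over 24 lists).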

**Fig. 2:**
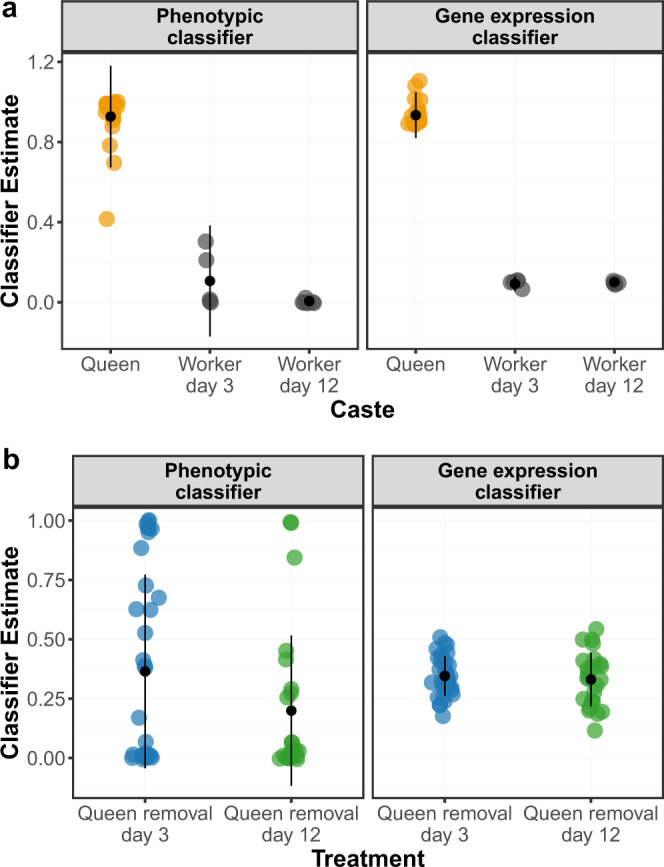
Phenotypic and gene expression classification of individuals from control and experimental colonies. Classifier estimates generated by a Bayesian logistic regression model using ovarian and dominance data (left) and an SVM model using 1992 caste-informative genes (right) for **a** queens (orange; *n* = 26 biologically independent samples) and workers (black; *n* = 12 biologically independent samples) from control colonies and **b** individuals from experimental colonies either 3 days (blue; *n* = 24 biologically independent samples) or 12 days (green; *n* = 34 biologically independent samples) following queen removal. Mean and standard deviation for each group are shown in black. Classifications are a measure of individuals’ phenotypic/gene expression similarity to queens and workers from control nests. 0 = complete similarity to control workers; 1 = complete similarity to control queens.

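Kr-h1 and genes of DNA packaging were among those that passed a 1.5-fold threshold. Kr-h1 stood at 78.3 ± 40.5 CPM (SD, n = 26) in queens and 1.26 ± 1.49 CPM (SD, n = 12) in control workers, a log2 fold change, worker minus queen, of -5.91 (SE 1.04, adjusted p = 1.03e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The product name of this gene in the study's tables is oocyte zinc finger protein XlCOF22. Another zinc finger gene, dati, carries the product name Krueppel homolog 1-like and had -1.17 (adjusted p = 2.81e-10 by edgeR). The list of core and linker histones by symbol had 1 member, His2Av, which was not called. Of 17 histone genes found by symbol or product name, a membership added after the data were seen, 12 were lower in control workers and 1, the H2A gene LOC107068157, was higher by edgeR (12 and 1 when adjusted over these genes alone), and 10 of those lower passed the 1.5-fold threshold. Histone H4 (LOC107064451) stood at 26.9 ± 15.0 CPM in queens and 1.91 ± 0.793 CPM in control workers (log2 fold change -3.81, SE 0.32, adjusted p = 1.52e-16 by edgeR). Against the queens of queen removal nests alone, 11 histone genes were lower. Near-identical histone copies can share reads, so the split among them is uncertain. The ion channel gene nan, which is needed for hearing in flies, stood at 72.6 ± 26.1 and 10.8 ± 5.25 CPM (log2 fold change -2.75, SE 0.23, adjusted p = 1.27e-16 by edgeR).
Of 3 genes of hydrocarbon synthesis, the elongase bond (log2 fold change -3.26, adjusted p = 0.000281 by edgeR) and the P450 oxidase Cyp4g15 (-6.11, adjusted p = 0.000177 by edgeR) were lower in control workers (2 also when adjusted over the list alone), and FAR1, a fatty acyl-CoA reductase, was at 0.02. Cyp4g15 varied widely among queens, at 123 ± 335 CPM. Hexamerin 70a (Hex70a), a storage protein of the fat body, was higher in control workers, at 423 ± 627 CPM against 11.9 ± 28.7 CPM in queens (log2 fold change 5.15, SE 1.00, adjusted p = 6.93e-05 by edgeR). The egg-yolk protein vitellogenin (Vgn), at 5241 ± 3963 CPM in queens and 2010 ± 1365 CPM in control workers, was lower without a fold threshold only (log2 fold change -1.38, adjusted p = 0.0269 by edgeR). With the 1.5-fold threshold, edgeR called 117 genes, 31 higher and 86 lower in control workers, and DESeq2 called 79. A filter that asks for more than 20 counts in every sample of a group left 51 genes. With nest as a block, on only the 10 nests that gave both castes, 60 were left. The muscle genes tn and LOC107074300 were among those lower, at -1.66 and -1.61.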

When we applied a more standard differential expression approach based on DESeq2 analysis and a 1.5-fold-change threshold to the same set of queens and workers, we identified just 81 differentially expressed genes (with no associated GO terms), a number that is typical for similar analyses in *Polistes*^25,35,36^. Of these genes, 77/81 (95%) were present in the larger SVM set (Supplementary Fig. S3; Supplementary Data File 3), suggesting that the SVM captures the information contained in the set of highly caste-differentiated genes identified using this standard method. Yet, an SVM trained using just these 81 differentially expressed genes exhibited a cross-validation error rate of 0.065, significantly higher than that of the optimized model (0.021) and no better than the original un-optimized model containing all expressed genes. Thus, the picture of caste differentiation provided by standard differential expression analysis appears to miss a great number of subtle differences in individuals’ gene expression profiles that contribute to caste differentiation.

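Of the 117 genes past the 1.5-fold threshold, 100 were among the 1838 kept by feature selection, where 19.9 were expected by chance (one-sided hypergeometric p = 8.06e-60). Kr-h1, nan, Hex70a, bond, Cyp4g15 and each of the histone genes in the set were kept. Among the 17 left out were the antimicrobial peptide gene defensin-1 (Def1), the hexamerin Hex70c, the cuticle protein gene CPR17 and a dirigent protein 10-like gene (LOC107074257). Def1 stood at 10.4 ± 27.7 CPM (SD, n = 26) in queens and 0.290 ± 0.389 CPM (SD, n = 12) in control workers (log2 fold change, worker minus queen, -5.13, SE 1.12, adjusted p = 0.000357 by edgeR with Benjamini-Hochberg adjustment). Both sets came from the same wasps.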

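An SVM on the 117 genes past the 1.5-fold threshold, histones, Kr-h1 and Hex70a among them, had an error of 0.198 ± 0.00640 (SD over 20 binnings) at the gamma given above. The genes of this set had been chosen on all queens and control workers. With genes chosen again inside each training set, the error was 0.218. The distances on which the radial kernel acts are sums over genes. With gamma scaled by the number of genes, an alternative added after the data were seen, the same set gave an error of 0.0216.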

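The error was higher for short gene sets at the gamma given above, a setting in which the number of genes and the distances in the kernel change together. As genes were dropped one at a time, it was 0.0288 with 5000 genes left, 0.0308 with 1000, 0.0706 with 500 and 0.187 with 100. Of the 2461 genes called between castes without a fold threshold, 117 passed the 1.5-fold test. E75, a nuclear receptor that responds to ecdysone, was called without the threshold and did not pass the 1.5-fold test, at 523 ± 102 CPM (SD, n = 26) in queens and 314 ± 75.6 CPM (SD, n = 12) in control workers (log2 fold change -0.74, SE 0.10, adjusted p = 6.85e-09 by edgeR with Benjamini-Hochberg adjustment). Ftz-f1, another nuclear receptor of the ecdysone pathway, had -0.47 (adjusted p = 1.77e-07 by edgeR). From the lower error of the genes kept by feature selection than of the differentially expressed genes, the paper reasons that a standard test with a fold threshold appears to miss many subtle differences between castes.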

The small set of differentially expressed genes that we identified using DESeq2 in the above analysis might conceivably reflect the conventional fold-change threshold that was applied as part of the approach. Indeed, when we omitted this cutoff, we found 2438 differentially expressed genes, on the same order of magnitude as that found via SVM feature selection. This set of genes overlapped significantly with those identified by feature selection (Jaccard index = 0.44; one-sided hypergeometric overlap *p* < 0.001). However, an SVM model trained using the differentially expressed genes exhibited a root mean squared error rate of 0.030, and thus still performed substantially less well than the model using the genes identified using feature selection (0.021).

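Without a fold threshold, genes of hormone signalling, energy metabolism and storage differed between the castes. Of 18 genes of juvenile hormone, ecdysone and insulin signalling, 8 were lower in control workers (9 when adjusted over the list alone), among them the ecdysone receptor Ecr (log2 fold change -0.66, adjusted p = 0.000719 by edgeR with Benjamini-Hochberg adjustment) and Eip93F, an ecdysone-induced transcription factor, at -1.12 (adjusted p = 2.48e-05 by edgeR). Of 52 genes of oxidative phosphorylation, 13 were higher in control workers (15 when adjusted over the list alone), with UQCR-11 of complex III at 0.60 (adjusted p = 0.000467 by edgeR) and ATPsyngamma of the ATP synthase at 0.64. Of 7 storage and yolk proteins of the fat body, 5 were higher (5 when adjusted over the list alone), such as apolipophorin (apolpp) at 0.73 (adjusted p = 4.50e-05 by edgeR) and the hexamerin Hex70c at 4.38. This list leaves out vitellogenin, and with members added by product name 5 of 8 were higher and 1 was lower. Of 13 photoreceptor genes, 3 were higher (4 when adjusted over the list alone), the opsin Lop2 at 1.18 and the channel trp at 1.08 among them. Of 5 genes of the circadian clock, 3 were lower (3 when adjusted over the list alone), with cwo at -0.43 and Clk at -0.21. Of 16 muscle genes, 6 were lower (13 when adjusted over the list alone), with bent, the gene of the muscle protein twitchin, at -1.28 (adjusted p = 0.001 by edgeR).
Camera called these 6 lists at adjusted p = 0.000319 for hormone signalling, 1.61e-05 for oxidative phosphorylation, 0.0144 for the fat body, 0.0174 for photoreceptor, 0.0418 for clock and 0.00063 for muscle genes. None of the 6 kept its call with an estimated correlation, at adjusted p = 0.27, 0.81, 0.47, 0.81, 0.47 and 0.715 in that order. With members added by product name, camera at the preset correlation no longer called fat body (adjusted p = 0.0571), photoreceptor (0.218) and clock genes (0.14). It still called hormone signalling, oxidative phosphorylation and muscle genes. Of the 18 photoreceptor genes so found, edgeR called 5 higher and 3 lower. In all, edgeR called 2461 genes, 1197 higher and 1264 lower in control workers. The number was 1368 against only the 12 queens of queen removal nests. It was 1220 with nest as a block, in a fit of only the queens and control workers of the 10 nests that gave both.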

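Genes called between the castes by edgeR made up much of the set kept by feature selection. Of the 2461 genes called, 1308 were kept, where 419 were expected by chance, a Jaccard index of 0.437. Feature selection kept 13 of the 17 histone genes found by symbol or product name, where 2.89 were expected. It kept 7 of 18 genes of juvenile hormone, ecdysone and insulin signalling where 3.07 were expected and 4 of 7 fat body genes where 1.19 were expected, and both were at 0.276 after Benjamini-Hochberg adjustment over 24 lists (one-sided hypergeometric test). Of 52 genes of oxidative phosphorylation it kept 2, where 8.85 were expected. Both sets were drawn from the same queens and control workers, so they are not independent.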

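The SVM on the 2461 caste genes, which include FoxK, E75 and some of the ribosomal proteins and histones, had an error of 0.0365 ± 0.00444 (SD over 20 binnings). These genes had been called on all queens and control workers. With genes called again inside each training set, the error was 0.0689.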

### Colony-wide brain gene expression responses to queen removal

Following the loss of a queen from a *Polistes* colony, typically one or a few individuals undergo a phenotypic transition to become a replacement queen while the rest of the colony members remain workers^29,37,38^. To capture this transition at the transcriptional level, we analyzed individuals’ gene expression profiles at three days after queen removal, when queen replacement is ongoing (*n* = 24), and at 12 days after queen removal (*n* = 34), when succession is largely settled at the phenotypic level^19,29^. Individuals for sequencing were selected to cover a wide range of phenotypes, including those that remained entirely worker-like, those that had transitioned to highly queen-like phenotypes, and those with intermediate phenotypes at the time of sampling (Supplementary Fig. S4).

In order to assess changes in individuals’ caste-specific gene expression profiles following queen removal, we applied the optimized SVM model described above to the gene expression profiles of these 62 individuals. Doing so generated an SVM classification for each individual that describes the degree to which its gene expression corresponds to the worker state (classifier = 0) or queen state (classifier = 1) as reflected in the expression profiles of the control workers and queens on which the SVM was trained.

Analyzing shifts in SVM estimates of individual wasps then allowed us to assess the degree to which these concurred with the changes visible at the phenotypic level. Doing so, we found that the SVM estimates of individuals from post-removal nests were intermediate between those of queens and workers from control nests (Fig. 2B), a finding which concurs with the placement of these individuals according to principal component analysis (Supplementary Fig. S5). This result is surprising given that the majority of individuals on queen removal nests are phenotypically indistinguishable from workers on control nests in terms of ovarian development and behavioral dominance^29^. Thus, the large majority of individuals on queen removal nests exhibited perturbation of their caste-associated gene expression, even though only a few of these individuals exhibited responses to queen loss at the level of physiology or behavior.

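After queen loss, Kr-h1 lay above the highest control worker in 22 of 58 individuals and histone H4 (LOC107064451) in 9 of 58. Kr-h1 averaged 21.7 ± 35.6 CPM (SD, n = 58) in individuals from queen removal nests, with a median of 2.33 CPM against a median of 69.3 CPM in queens. Histone H4 averaged 2.19 ± 1.14 CPM, against 1.91 CPM in control workers and 26.9 CPM in queens, and the channel gene nan 11.9 ± 4.40 CPM, against 10.8 and 72.6 CPM. The fitted SVM estimate was 0.337 ± 0.0921 (SD, n = 58) in queen removal individuals, 0.240 above control workers (SE 0.0129, two-sided permutation p = 1e-05, the smallest that the permutations can give). Control workers, unlike these individuals, had trained the model. From models trained without the wasp's own nest, queen removal individuals were at 0.334 ± 0.0932, which is 0.114 above control workers (SE 0.0274, two-sided permutation p = 0.00024) and 0.543 below queens (SE 0.0289). With age as a covariate the difference from held-out control workers was 0.0720 (SE 0.0248, permutation p = 0.00499). It was 0.105 at day 3 (permutation p = 0.0067) and 0.120 at day 12 (permutation p = 8e-05). In a principal component analysis of the kept genes, queen removal individuals lay at 0.262 ± 0.127 of the way from the mean control worker to the mean queen on the first component, which held 18.7% of the variance. These genes had been chosen to separate the same queens and control workers, and no held-out control worker was placed on this component. This position is therefore not independent of the SVM estimates. On all genes the first component placed queens at 0.842 ± 46.1, control workers at -22.5 ± 36.1 and queen removal individuals at 4.27 ± 32.2, so a position between the castes has no stable scale there. The second placed them at 16.4 ± 27.7, -6.14 ± 42.0 and -6.07 ± 26.2.

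**Figure D1:**
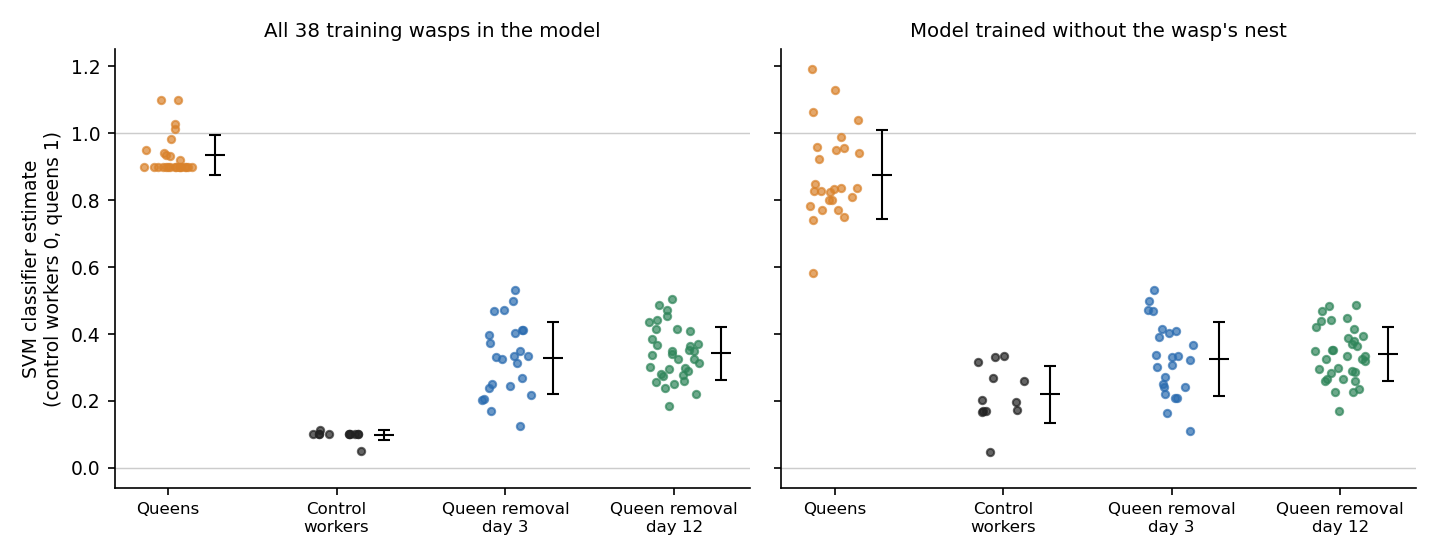
SVM estimates of queens (n = 26), control workers (n = 12) and queen removal individuals at day 3 (n = 24) and day 12 (n = 34). They come from the model trained on all queens and control workers and from models trained without the wasp's nest. Queen removal individuals trained neither. Points are wasps and bars are means with SD. Held-out control workers range from 0.0481 to 0.336, and held-out queen removal individuals from 0.110 to 0.530.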

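Single wasps differed in how far their expression had moved. The queen removal individuals had been picked for a spread of phenotypes, so their counts do not give shares of a whole colony. Kr-h1 lay above the highest control worker in 22 of 58 queen removal individuals, 9 at day 3 and 13 at day 12. By fitted SVM estimates, 58 of 58 queen removal individuals lay above the highest control worker and below the lowest queen. By estimates from models trained without the wasp's nest, 27 of 58 lay above the highest control worker. Of the 58, 46 came from nests whose removed queen was in the training set. Averaged by nest, the held-out difference from control workers was 0.0994 (two-sided permutation p = 0.00146). From the intermediate estimates and the placement by principal components, the paper concludes that queen loss perturbed the caste-associated expression of most individuals, though few responded in physiology or behavior.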

Furthermore, we found no evidence that the degree of transcriptional perturbation declined over time following queen removal. 

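A small group of genes was called between wasps sampled 3 and 12 days after queen removal, but chance cannot be excluded for it. Of 50 groupings of the same wasps, 4 called as many genes as the real one, which is counted among them. Gdap2 stood at 227 ± 22.9 CPM (SD, n = 24) at day 3 and 198 ± 22.7 CPM (SD, n = 34) at day 12, a log2 fold change, day 12 minus day 3, of -0.20 (adjusted p = 0.0111 by edgeR with Benjamini-Hochberg adjustment). The persulfide dioxygenase ETHE1, a mitochondrial enzyme of sulfide breakdown, stood at 23.3 ± 4.64 and 19.0 ± 2.58 CPM (log2 fold change -0.30, adjusted p = 0.0113 by edgeR). A fatty acyl-CoA reductase 1-like gene (LOC107065778), of a family that makes fatty alcohols for waxes and pheromones, was higher at day 12, at 27.5 ± 37.4 against 6.70 ± 5.68 CPM (log2 fold change 2.04, adjusted p = 0.0311 by edgeR). The hexamerins Hex70a, HEX70b and Hex70c were lower at day 12, with log2 fold changes of -3.80, -4.57 and -5.32 (adjusted p = 0.000538, 4.72e-07 and 1.18e-07 by edgeR). The day 3 means of these storage proteins rest on a single highest wasp each, and no fit was made without it. For Hex70a it had 8530 CPM, where the next had 372 and the median was 25.8 CPM at day 3 and 4.88 CPM at day 12. In all, edgeR called 31 genes, 12 higher and 19 lower at day 12, DESeq2 called 31 as 19 and 12, and voom with nest as a block called none (703 at an unadjusted p under 0.05). The difference in SVM estimate, day 12 minus day 3, was 0.0136 (SE 0.0260, two-sided permutation p = 0.586, 95% interval -0.0391 to 0.0662). The groups stood at 0.329 ± 0.109 and 0.342 ± 0.0797, with a Wilcoxon W of 372 (p = 0.575). Without the wasp's own nest in the training, they stood at 0.325 and 0.340.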

SVM classification estimates of individuals from queen removal nests did not differ significantly between days three and twelve following queen removal (QR3 mean 0.331 ± 0.111; QR12 mean 0.345 ± 0.082; Wilcoxon *W* = 369, *p* = 0.55). The effects of queen removal on individuals’ gene expression profiles therefore appear to be both widespread and persistent, affecting all individuals in a nest and lasting beyond the point at which a new queen has already become phenotypically established.

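Kr-h1, a transcription factor of juvenile hormone signalling, was among the genes higher in queen removal individuals than in control workers. Control workers were picked at random, and queen removal individuals to span ovarian development, dominance and queenness. Kr-h1 rose with queenness among the latter, so its difference may come in part from this choice, which was not tested. Kr-h1 reached 141 CPM in queen removal individuals. Its log2 fold change, queen removal minus control worker, was 4.06 (SE 0.94, adjusted p = 0.0357 by edgeR with Benjamini-Hochberg adjustment, n = 58 and 12). It did not pass the 1.5-fold test, and its call was lost with age as a covariate, with nest as a random effect (2.36 by voom), with the muscle genes as a covariate, with day 3 alone and when control worker 1, 2, 3, 5, 7, 9 or 12 was left out (3.95 to 4.06). The uncharacterized gene LOC107064220 rose by a similar amount, at 4.16 (SE 0.94, adjusted p = 0.0344 by edgeR). The elongase bond and the oxidase Cyp4g15, of hydrocarbon synthesis, had 2.11 and 2.82 (adjusted p = 0.0877 and 0.173 by edgeR), and both passed when adjusted over the list alone (2 of 3 genes) and by DESeq2. At the 1.5-fold threshold, edgeR called 3 genes, all lower after queen loss and close to 0 in most wasps. They were the WD repeat-containing protein 38-like gene LOC107065750 (log2 fold change -4.97, adjusted p = 5.27e-10 by edgeR), LOC107073790 (-4.43) and LOC107064924 (-3.03). LOC107065750 had a median of 0 CPM in control workers and a highest value of 33.5 CPM. DESeq2 called 5 genes, all higher. Of the 5 genes in the paper's Supplementary Data 4, edgeR called 2 without a fold threshold, and DESeq2 called 5, or 4 at 1.5-fold. In that list the glucose dehydrogenase gene LOC107063902 had a log2 fold change of 10.12 (adjusted p = 0.0596 by edgeR) and Hex70a had -1.16 (adjusted p = 0.514 by edgeR). LOC107063902 had a median of 4.58 CPM in queen removal individuals and 0.476 CPM in control workers. Its highest value was 141000 CPM, and 12 of 58 queen removal individuals lay above the highest control worker.

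**Figure D2:**
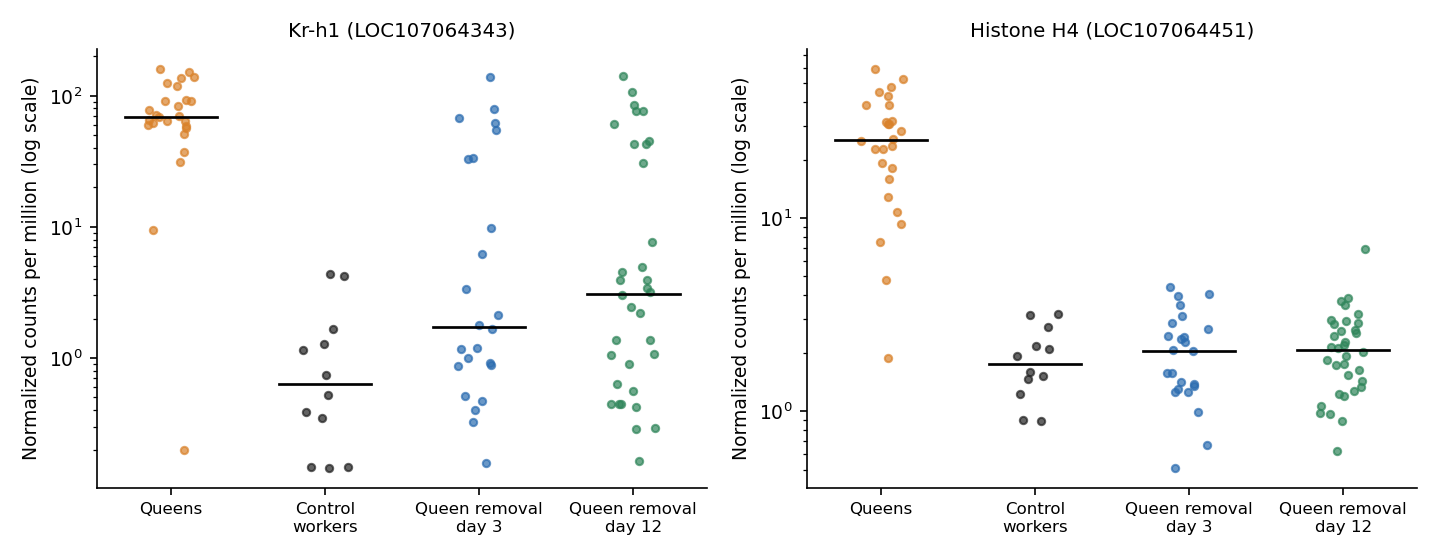
Kr-h1 and histone H4 (LOC107064451) in CPM on a log axis for queens (n = 26), control workers (n = 12) and queen removal individuals at day 3 (n = 24) and day 12 (n = 34); points are wasps and bars are medians. Kr-h1 exceeds the highest control worker, 4.37 CPM, in 22 of 58 queen removal individuals and histone H4 exceeds its highest control worker, 3.19 CPM, in 9 of 58.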

Interestingly, the strong colony-wide perturbation following queen loss that this SVM approach identifies would have been entirely missed using a standard differential expression approach: a DESeq2 analysis with a 1.5-fold-change threshold identified just five genes as differentially expressed between control workers and individuals from manipulated nests, with no associated GO enrichment (Supplementary Data File 4). Even omitting the fold-change threshold, the number of genes identified as being differentially expressed between control and queen removal workers only rose to 291, a small fraction of the 2438 genes identified as differentially expressed between control queens and workers.

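Without a fold threshold, the genes that differed between control workers and queen removal individuals were few and of mixed function. The 2 groups were picked in unlike ways, as given above, and the effect of this choice was not tested. Homogentisate 1,2-dioxygenase (hgo), an enzyme of tyrosine breakdown, rose from 2.21 ± 0.993 CPM (SD, n = 12) in control workers to 5.08 ± 2.73 CPM (SD, n = 58) (log2 fold change 1.19, SE 0.27, adjusted p = 0.0357 by edgeR with Benjamini-Hochberg adjustment). The mitochondrial transcription factor TFAM had 0.16 and mxt, a regulator of translation, 0.36 (adjusted p = 0.0395 by edgeR for both). Cactus (cact), the inhibitor of the Toll pathway, rose from 41.5 ± 4.37 to 54.3 ± 10.1 CPM (adjusted p = 0.0459 by edgeR), and the antimicrobial peptide gene Apid1 fell from 26.4 ± 51.7 to 7.45 ± 8.87 CPM (log2 fold change -1.82, adjusted p = 0.0357 by edgeR). Muscle genes moved in the same direction as each of these that rose. The mean log2 CPM of 16 muscle genes was 8.43 ± 0.755 in queen removal individuals, 0.75 above control workers (two-sided permutation p = 0.00241). Of the 16, bent (twitchin) was called at 1.15 (adjusted p = 0.0459 by edgeR), and 13 rose when adjusted over the list alone. Of 60 cytosolic ribosomal protein genes, edgeR called 0 and DESeq2 0, with 31 higher at an unadjusted p under 0.05 and a median log2 fold change of 0.15. Of 38 translation factors 6, and of 20 chaperones 3, were higher when adjusted over the list alone, where edgeR called 0 over all genes (7 and 8 at an unadjusted p under 0.05) and DESeq2 called 4 and 3. Camera called 8 lists, among them cytosolic ribosomal proteins (adjusted p = 4.73e-17) and muscle genes (adjusted p = 4.92e-12), and these had adjusted p = 0.617 and 0.558 with an estimated correlation, under which 0 lists were called.
In all, edgeR called 28 genes, 17 higher and 11 lower after queen loss, and DESeq2 called 188, 160 higher and 28 lower. The number was 0 with more than 20 counts asked of every sample in a group (1390 at an unadjusted p under 0.05), 98 with only these 2 groups in the fit, 278 with age as a covariate, 2 by voom with nest as a block and 12, all lower, with the muscle genes as a covariate, which was added after the data were seen. It ran from 4, without control worker 7, to 85, without control worker 11, when single control workers were left out.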

### Age and queenness explain variation in individual-level molecular responses to queen loss

Although SVM classification indicates that queen removal causes colony-wide perturbation to brain expression profiles, classifier estimates varied substantially between individuals following queen removal, spanning a much greater range of values (0.116–0.540) than those of queens (0.900–1.100) or workers (0.057–0.100) from queenright colonies (Fig. 2). 

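Queen removal individuals spanned fitted SVM estimates from 0.127 to 0.532, a wider range than either training group. When each wasp's nest was left out of the training, the range was 0.110 to 0.530 in queen removal individuals, and the SD was 0.0932 (n = 58) against 0.0850 (n = 12) in control workers and 0.133 (n = 26) in queens. Among single genes, Kr-h1 spread over 35.6 CPM (SD) in queen removal individuals, 1.49 CPM in control workers and 40.5 CPM in queens.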

To better understand this variation, we examined whether the classifier estimates for individuals from manipulated colonies were predicted by those individuals’ phenotypic traits—specifically ovarian development, behavioral dominance, and age^29^ (Fig. 1).

Our phenotypic measure of caste identity (queenness) was a significant predictor of expression-based SVM classifier estimates when fitted using a linear model (slope±SE = 0.0414 ± 0.0114, *p* = 6.0 × 10^−4^; Fig. 3A). This relationship did not change when using queenness values recalculated using a phenotypic training set consisting of only the individuals for which gene expression data were generated (slope±SE = 0.0407 ± 0.0115, *p* = 8.3 × 10^−4^). 

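Kr-h1, vitellogenin (Vgn) and 2 genes of hydrocarbon synthesis rose with queenness among the 58 queen removal individuals. With day as a covariate, Kr-h1 rose by 1.89 log2 units per SD of queenness (SE 0.27, adjusted p = 5.13e-06 by edgeR with Benjamini-Hochberg adjustment). Jhbp16, named as a juvenile hormone-binding protein, rose by 1.41 (adjusted p = 7.22e-06 by edgeR) and vitellogenin, the yolk protein, by 0.86 (SE 0.16, adjusted p = 0.000683 by edgeR). Of 18 genes of juvenile hormone, ecdysone and insulin signalling, 2 rose (3 rose and 1 fell when adjusted over the list alone), and camera did not call this list (adjusted p = 0.365). Of 3 genes of hydrocarbon synthesis, bond rose by 1.16 (adjusted p = 1.39e-06 by edgeR) and Cyp4g15 by 1.20 (adjusted p = 0.00411 by edgeR), and both passed when adjusted over the list alone. Outside that list, an elongase of very long chain fatty acids (LOC107072906) rose by 0.92 and a fatty acyl-CoA reductase (LOC107070407) by 0.80 (adjusted p = 3.67e-08 and 2.21e-06 by edgeR). The storage protein Hex70a fell by 1.60 (adjusted p = 0.0245 by edgeR), the only one of 7 fat body genes called (4 lower when adjusted over the list alone). Vitellogenin is not in that list. With members added by product name, 1 of 8 rose and 1 fell. In all, edgeR called 49 genes, 30 rising and 19 falling, and DESeq2 called 75, 32 rising and 43 falling. The SVM estimate had a slope on queenness of 0.0402 per SD (SE 0.0111, two-sided permutation p = 0.00064, 0.00149 after Benjamini-Hochberg adjustment over 7 relations). Pearson's r was 0.436 with the same p, and Spearman's rho was 0.447 (permutation p = 0.00048). Without the 2 wasps farthest from the median queenness, r was 0.457 (permutation p = 0.00039). The slope was 0.0595 within day 3 (permutation p = 0.00482) and 0.0299 within day 12 (permutation p = 0.0292).

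**Figure D3:**
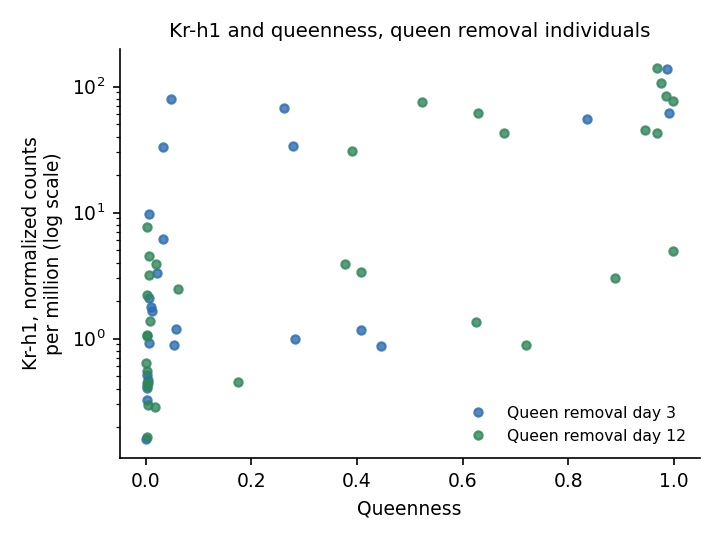
Kr-h1, in CPM on a log axis, against queenness (from 0 to 1) in queen removal individuals of day 3 (n = 24) and day 12 (n = 34); each point is a wasp. With day as a covariate, the fitted slope is 1.89 log2 units per SD of queenness.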

The individual components of queenness, ovarian development and dominance were also significant or near-significant predictors of SVM classification individually (ovarian development: slope±SE = 0.0426 ± 0.0113, *p* = 4.0 × 10^−4^; dominance: slope±SE = 0.0231 ± 0.0122, *p* = 0.06). 

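Ovarian development and dominance were read against the SVM estimate in the same 58 queen removal individuals and the same family of 7 relations. The slope on the ovarian index was 0.0415 per SD (SE 0.0110, two-sided permutation p = 0.00035, 0.00122 after Benjamini-Hochberg adjustment). Pearson's r was 0.451 with the same p, Spearman's rho 0.438 (permutation p = 0.00069), and r without the 2 wasps farthest from the median 0.471 (permutation p = 0.00023). The slope on dominance (Elo score) was 0.0227 (SE 0.0119, permutation p = 0.0621, 0.1 after adjustment), with r of 0.247 and rho of 0.146 (permutation p = 0.272), and r of 0.173 without the 2 farthest wasps (permutation p = 0.202). The ovarian slope differed between days by -0.0608, day 12 minus day 3 (SE 0.0252, permutation p = 0.0182), and the adjusted value over 4 such tests was 0.0728.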

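Genes of mitochondrial respiration fell with age in queen removal individuals. Of 52 genes of oxidative phosphorylation, 52 fell (52 when adjusted over the list alone), with a median slope of -0.21 log2 units per SD of age and day as a covariate. The slope is linear, and the highest levels were in young wasps. The mean log2 CPM of the 52 genes ran from 8.04 to 9.13 in wasps 3 days old. It ran from 7.89 to 8.11 at 12 days and from 7.77 to 7.97 at 24 days. Whether the fall went on past 12 days was not tested. ATPsyngamma, of the ATP synthase, fell by 0.38 (SE 0.04, adjusted p = 1.28e-10 by edgeR with Benjamini-Hochberg adjustment, n = 58), and Cyt-c1 and UQCR-C2, of complex III, fell by 0.43 and 0.37 (adjusted p = 4.93e-09 and 4.72e-09 by edgeR). Of 10 glial genes, 3 fell (5 when adjusted over the list alone), among them Gs2, the glutamine synthetase of glia, by 0.37 (adjusted p = 1.96e-10 by edgeR). Of 60 cytosolic ribosomal protein genes, 26 rose (43 when adjusted over the list alone), such as sta by 0.18 and RpL14 by 0.13 (adjusted p = 4.03e-05 and 0.000102 by edgeR). Of 7 fat body genes, 5 fell (6 when adjusted over the list alone), with Hex70a at -1.52. Of 31 genes of rRNA processing 5 rose, and of 78 genes of chromatin 7 rose (5 and 7 when adjusted over the list alone). Of 14 antioxidant enzymes, 4 fell. Kr-h1 rose by 1.29 (adjusted p = 0.00616 by edgeR). Of 16 muscle genes, markers of another tissue, 6 fell with age (12 when adjusted over the list alone). Camera called oxidative phosphorylation (adjusted p = 3.23e-93) and glial genes (adjusted p = 3.15e-05), and both kept their calls, at adjusted p = 0.00407 with an estimated correlation. Its calls for cytosolic ribosomal proteins, fat body, chromatin, rRNA processing and muscle genes were lost, at adjusted p = 0.241, 0.187, 0.154, 0.154 and 0.562 with an estimated correlation. In all, edgeR called 888 genes, 343 rising and 545 falling. It called 567 with queenness as a covariate and 241 with the mean of the glial genes as a covariate.
The SVM estimate had a slope on age of 0.0502 per SD (SE 0.0103, two-sided permutation p = 1e-05, the smallest they can give, 7e-05 after adjustment over 7 relations). Pearson's r was 0.545 with the same p, Spearman's rho 0.533 (permutation p = 3e-05), and r without the 2 wasps farthest from the median age 0.541 (permutation p = 1e-05). The slope was 0.0749 within day 3 (permutation p = 0.00027) and 0.0260 within day 12 (permutation p = 0.058). The difference between the days was -0.0275 (permutation p = 0.214). Queenness and age had a Pearson's r of 0.454 (permutation p = 0.00036) and a Spearman's rho of 0.420 (permutation p = 0.00138), with r of 0.403 without the 2 farthest wasps (permutation p = 0.00181).

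**Figure D4:**
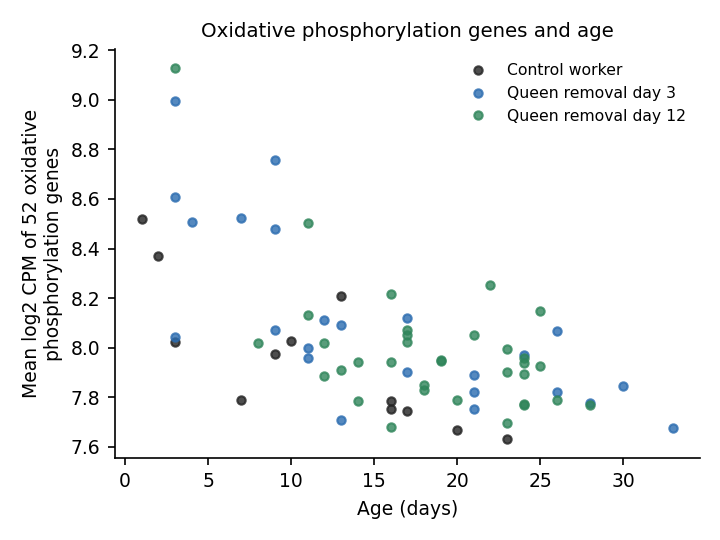
Mean log2 CPM of 52 genes of oxidative phosphorylation against age in days for queen removal individuals of day 3 (n = 24) and day 12 (n = 34) and control workers (n = 12); each point is a wasp. The genes' median slope in queen removal individuals is -0.21 log2 units per SD of age.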

Notably, however, because phenotypic queenness was strongly correlated with age among post-removal individuals^29^ (cor = 0.4832, *p* = 8.0 × 10^−5^), age was an equally strong predictor of caste estimates when fitted in a separate linear model (slope±SE = 0.0516 ± 0.0106, *p* = 9.8 × 10^−6^; Fig. 3B). Thus, the significance of queenness as a predictor of caste estimates might have been an artifact of the fact that both are correlated with age. To test whether queenness had an effect over and above that accounted for by age, we calculated the residuals of phenotypic queenness on age and fitted the caste estimates against these. These residuals were not significantly predictive of SVM classification (slope±SE = 0.0202 ± 0.0123, *p* = 0.11; Fig. 3C), nor were the residuals of ovarian development alone on age (slope±SE = 0.0223 ± 0.0123, *p* = 0.07) or the residuals of dominance alone (slope±SE = 0.0114 ± 0.0126, *p* = 0.37). 

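With age as a covariate, edgeR called 22 genes for queenness in queen removal individuals. Kr-h1 rose by 1.68 log2 units per SD (adjusted p = 0.000505 by edgeR with Benjamini-Hochberg adjustment), bond by 1.04 (adjusted p = 0.000258 by edgeR), Cyp4g15 by 1.18 (adjusted p = 0.0142 by edgeR), Jhbp16 by 1.06 (adjusted p = 0.0218 by edgeR) and vitellogenin (Vgn) by 0.85 (adjusted p = 0.00727 by edgeR). The SVM estimate had a slope of 0.0195 per SD of the residuals of queenness on age (SE 0.0120, two-sided permutation p = 0.11, 0.128 after Benjamini-Hochberg adjustment over 7 relations). Pearson's r was 0.212 with the same p, Spearman's rho 0.190 (permutation p = 0.153), and r without the 2 farthest wasps 0.201 (permutation p = 0.138). A random intercept for nest moved this slope to 0.0284 (p = 0.00911). It was 0.0183 within day 3 (permutation p = 0.433) and 0.0225 within day 12 (permutation p = 0.106). The slope on residual ovarian index was 0.0218 (SE 0.0120, permutation p = 0.0716, 0.1 after adjustment), with r of 0.237, rho of 0.240 (permutation p = 0.0699) and r of 0.152 without the 2 farthest wasps (permutation p = 0.261). For residual dominance it was 0.0114 (SE 0.0122, permutation p = 0.358), with r of 0.123, rho of 0.00794 (permutation p = 0.953) and r of -0.03 without the 2 farthest wasps. From the slopes on age and on these residuals, the paper concludes that age is the strongest determinant of caste phenotype and of caste-associated expression.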

Age is thus the strongest determinant both of individuals’ caste phenotypes and of their caste-associated gene expression.

**Fig. 3:**
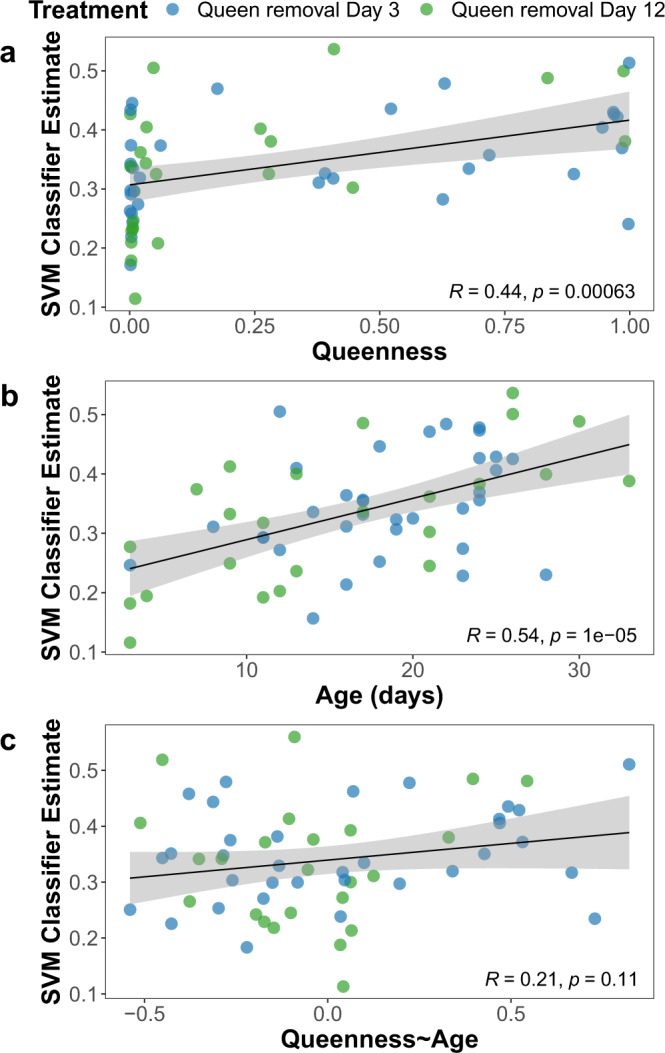
Correlation of SVM classifications with phenotypic traits among individuals from experimental colonies. Scatterplots of SVM classifier estimates for individuals from post-removal colonies (*n* = 58 biologically independent samples) plotted against **a** phenotypic queenness, **b** age, and **c** the residuals of queenness on age. *R* = Pearson correlation; *p* = uncorrected significance value of linear models fitting SVM classification against the specified variables. Regression line and 95% confidence interval for each model are shown in black and gray respectively.

The control queens and workers that were used to train the SVM model differed not only in their caste, but also in their age—because foundress queens had overwintered, they were several months old at the time of sampling, whereas workers were weeks or days old. This fact, together with the observation that age predicts individuals’ SVM classifications, could suggest that our SVM model is in fact a classifier for age rather than caste. Yet, three lines of evidence speak against this possibility. First, control workers and queen removal individuals were of comparable age but their SVM classifications were clearly distinct (but should have been very similar if based purely on age). 

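Control workers were 11.4 ± 7.25 days old (SD, n = 12, range 1 to 23) and queen removal individuals 17.2 ± 7.45 days (SD, n = 58, range 3 to 33), a difference of 5.79 days (SE 2.31, two-sided permutation p = 0.0165). Those of day 3 were 15.5 ± 9.15 days old and those of day 12 were 18.4 ± 5.80. With age as a covariate, the log2 fold change of Kr-h1 after queen loss was 2.67, which no longer passed edgeR's test. Within queen removal individuals, Kr-h1 passed the test for age, and histone H4 (LOC107064451) did not, with a slope of 0.21 log2 units per SD (adjusted p = 0.172 by edgeR with Benjamini-Hochberg adjustment).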

Second, age was not predictive of variation in the SVM classifications among control workers (slope±SE = 0.0054 ± 0.0033, *p* = 0.14). 

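Genes of respiration followed age among the 12 control workers too, and so did the SVM estimate once each worker's own nest was left out of the training. The slope of the fitted estimate was 0.00747 per SD of age (SE 0.00419, two-sided permutation p = 0.0662), with Pearson's r of 0.491, Spearman's rho of 0.399 (permutation p = 0.198) and r of 0.370 without the 2 workers farthest from the median age (permutation p = 0.316). With the nest left out, the slope was 0.0609 (SE 0.0188, permutation p = 0.00904), with r of 0.717, rho of 0.816 (permutation p = 0.00184) and r of 0.642 without the 2 farthest workers (permutation p = 0.0517). The held-out slope was 0.00840 per day in control workers and 0.00706 in queen removal individuals, a difference of -0.00134 (permutation p = 0.697).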

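Among control workers, genes of mitochondria and 2 collagen IV genes fell with age. ATPsyngamma fell by 0.49 log2 units per SD of age (SE 0.06, adjusted p = 0.00336 by edgeR with Benjamini-Hochberg adjustment, n = 12), cytochrome c (CytC) by 0.45 and the citrate synthase kdn by 0.44 (adjusted p = 0.0043 and 0.00434 by edgeR). Of 52 genes of oxidative phosphorylation, 23 fell at an adjusted p under 0.1 (49 when adjusted over the list alone). Camera called this list at adjusted p = 9.28e-46, which was lost at adjusted p = 0.406 with an estimated correlation. Markers of other tissues moved as well. Muscle genes had a median slope of -0.24 (0 of 16 called, camera adjusted p = 0.00282, lost at 0.723 with an estimated correlation). Photoreceptor genes had a median slope of 0.34 (0 of 13 called, 8 rising when adjusted over the list alone, camera adjusted p = 4.24e-05, lost at 0.586). Collagen IV, the main collagen of basement membranes, fell, with Col4a1 at -0.96 and LOC107067849 at -1.01 (adjusted p = 0.00434 and 0.00336 by edgeR). Gs2, of glia, fell by 0.48 (adjusted p = 0.00538 by edgeR), and the channel gene nan rose by 0.58 (adjusted p = 0.0471 by edgeR). In all, edgeR called 160 genes at an adjusted p under 0.1, 49 rising and 111 falling, and DESeq2 called 629. Of the 160, 31 were among the genes kept by feature selection, where 27.2 were expected by chance (Jaccard index 0.0158, one-sided hypergeometric p = 0.241). Of the DESeq2 genes, 112 were, where 107 were expected (Jaccard index 0.0476, p = 0.313). Of the 888 age genes of queen removal individuals, 191 were, where 151 were expected (one-sided hypergeometric p = 0.00018), and of the 49 queenness genes 27 were, where 8.34 were expected (p = 1.52e-09).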

Third, the set of caste-informative genes identified by our SVM approach did not overlap significantly with a set of 625 age-biased genes identified using DESeq2 (Supplementary Data File 5; Jaccard index = 0.05; one-sided hypergeometric overlap *p* = 0.12). Taken together, these three results strongly suggest that the SVM model that we have produced classifies individuals by caste identity rather than by age.

In order to further discern the factors that shaped individuals’ gene expression profiles following queen removal, we performed weighted gene co-expression network analysis (WGCNA) using the full set of annotated genes. 

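Most members of 4 gene groups fell into a single module for each group. Module 6, of 277 genes, held 52 of 52 genes of oxidative phosphorylation, module 9, of 148 genes, held 59 of 60 cytosolic ribosomal protein genes, module 8, of 176 genes, held 13 of 16 muscle genes, and module 13, of 59 genes, held 10 of 13 photoreceptor genes. Modules were built without the WGCNA package, from the minimum over queens, control workers and queen removal individuals of unsigned topological overlaps (power 9, at least 30 genes, merged at an eigengene correlation of 0.75). They are numbered by size and are not the paper's modules. There were 15, which took in 3306 of 10794 genes. Muscle module 8 was related to caste, queens above control workers, with Pearson's r of 0.460 (permutation p = 0.00361) and Spearman's rho of 0.465 (permutation p = 0.0037), and photoreceptor module 13 with r of -0.480 (permutation p = 0.00246) and rho of -0.485 (permutation p = 0.00236). Without the 2 farthest wasps, r was 0.461 and -0.455 (permutation p = 0.00483 and 0.00579). Of 60 relations, 8 had an adjusted value under 0.05, and both of these were at 0.0368.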

We generated 22 consensus modules across all samples, and then determined which traits significantly predicted the expression of a given module within each group (Supplementary Figs. S6–S8). 

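None of the 15 rebuilt modules held more of the 1838 genes kept by feature selection than chance by a one-sided hypergeometric test with Benjamini-Hochberg adjustment, and 0 had an unadjusted p under 0.05. The lowest p was 0.384, for module 3, which held 61 where 58.6 were expected. Module 1, which held 17 of 29 proteasome genes, had 60 where 106 were expected.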

Six modules exhibited a significant degree of overlap with the set of 1992 caste-predictive genes identified using SVM feature selection (Supplementary Fig. S9), including three modules whose expression was significantly correlated with either phenotypic traits or SVM classification in at least one treatment group.

Module 2 consists of 102 genes and appears to be associated with many caste-related traits in the queen removal condition, being negatively correlated with queenness, age, SVM classification and (less strongly) with ovarian development among queen removal individuals. 

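Of the rebuilt modules, module 5, of 290 genes, was the one related to both age and queenness. It held 3 of 10 glial genes (adjusted p = 0.0436, one-sided hypergeometric test with Benjamini-Hochberg adjustment). Among the 58 queen removal individuals, its expression had a Pearson's r with age of -0.386 (two-sided permutation p = 0.00308) and a Spearman's rho of -0.373 (permutation p = 0.00412), and r without the 2 farthest wasps was -0.345 (permutation p = 0.00953). With queenness r was -0.377 (permutation p = 0.00368) and rho -0.223 (permutation p = 0.0913), and r without the 2 farthest wasps was -0.354 (permutation p = 0.00727). Both had an adjusted value of 0.0368 over 60 relations.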

We also found weak evidence that this module is negatively associated with age among workers from control nests. Unexpectedly, despite the seeming importance of Module 2 in predicting caste identity among workers, not a single GO term was enriched among the genes in the module at *p* < 0.01. 

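The rebuilt module of oxidative phosphorylation, module 6, which also held 8 of 68 mitochondrial ribosomal protein genes, had the strongest relation to age. Among the 58 queen removal individuals its expression had a Pearson's r with age of -0.621 (two-sided permutation p = 1e-05, the smallest they can give, 0.0006 after Benjamini-Hochberg adjustment over 60 relations) and a Spearman's rho of -0.517 (permutation p = 8e-05). Without the 2 wasps farthest from the median age, r was -0.578 (permutation p = 1e-05).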

A second module, Module 8, consists of 614 genes and has a strongly negative correlation with age among both control workers and queen removal individuals. This module is associated with 20 GO terms, including a number of terms associated with molecular binding, such as “protein binding”, “DNA binding”, and “RNA binding” (Supplementary Fig. S10).

Finally, Module 11 consists of 519 genes and is notable in that its expression in individuals from queen removal colonies is positively associated with SVM classifications but not with phenotypic correlates of caste—significantly, “chromatin remodeling” is one of the 22 GO terms with which this module is associated (Supplementary Fig. S11). 

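Cytosolic ribosomal protein genes gathered in a single module, and chromatin genes were spread over several. The ribosomal module 9, which also held 6 of 38 translation factors, rose with the SVM estimate of queen removal individuals, with Pearson's r of 0.531 (two-sided permutation p = 2e-05) and Spearman's rho of 0.601 (permutation p = 2e-05), 0.464 without the 2 farthest wasps (permutation p = 0.00026) and an adjusted value of 0.0006 over 60 relations. It rose with age as well, with r of 0.355 (permutation p = 0.00613), rho of 0.330 (permutation p = 0.0112), r of 0.380 without the 2 farthest wasps (permutation p = 0.00384) and an adjusted value of 0.046. Module 12, of 62 genes with 3 neurotransmitter receptors, rose with the SVM estimate, with r of 0.358 (permutation p = 0.00592), rho of 0.357 (permutation p = 0.00614), r of 0.392 without the 2 farthest wasps (permutation p = 0.00287) and an adjusted value of 0.046. Of 78 genes of chromatin remodelling and histone modification, 15 were in module 1, of 623 genes (adjusted p = 0.00106, one-sided hypergeometric test with Benjamini-Hochberg adjustment), 8 in module 3 (adjusted p = 0.054), 6 in module 4 (adjusted p = 0.44), 1 in each of modules 2, 7 and 9, and the others in no module. The relation of module 1 to the SVM estimate missed the threshold, at r of -0.330 (permutation p = 0.0117) and rho of -0.422 (permutation p = 0.0013), with an adjusted value of 0.078. From the correlation with SVM estimates of a module that carries a chromatin remodeling term, the paper raises the possibility of epigenetic reprogramming after queen removal.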

Regulation of chromatin accessibility is one of several epigenetic processes that have been implicated in the control of caste expression in social insects^38–40^. The fact that Module 11 correlates with transcriptomic caste identity in post-removal nests might therefore suggest that disturbances to individuals’ gene expression patterns following queen removal reflect some form of epigenetic reprogramming^41^. Genes that were more strongly related to phenotypic queenness also exhibited higher module significance (connectivity) within Module 11 (cor = 0.6, *p* = 1.0 × 10^−78^), which was not the case for Module 2 (cor = 0.95, *p* = 0.34) or for Module 8 (cor = 0.077, *p* = 0.057). Taken together, these results strongly suggest a role for Module 11 in caste differentiation.

## Discussion

In this study, we have employed an SVM approach to interrogate the transcriptomic signatures of a complex plastic phenotype. Applying this approach to identify caste-specific gene expression profiles in *P. dominula* and to explore the relationship between transcriptomic and plastic phenotypic changes following a major social perturbation in paper wasp colonies, we identify a set of ~2000 genes that optimally capture gene expression differences between established queens and workers. Using a caste classifier based on these genes, we find that queen removal leads to a colony-wide shift in expression, where the expression profiles of all individuals move towards a state intermediate between those of established queens and workers. Individual variation around this intermediate state is related to age and phenotypic attributes, with older (and therefore more queen-like) individuals showing expression profiles that are closer to that expected for established queens. Our results show that molecular responses to queen removal in *P. dominula* consist of both a general colony-wide response independent of measured phenotypic change and a response that reflects the plastic phenotypic transition. Our findings also highlight the utility of SVMs, both to identify genes that reliably separate complex but well-defined phenotypes, and to identify transcriptomic shifts that occur when such phenotypes become plastic.

Our study contributes to the significant progress in our understanding of the relationship between molecular changes and changes in phenotypic expression that has been made in the past decade, facilitated by the increased availability of “omic” data and complex bioinformatic analyses. Recent studies have started to challenge the view that there is a direct correspondence between transcriptomic states and external phenotypes. Libbrecht et al.^15^, for example, show that gene expression responses associated with a reversible phenotypic change differ qualitatively based on the directionality of the change (from reproductive to non-reproductive or vice versa). Meanwhile, molecular manipulations have revealed a surprising degree of plasticity in canonically implastic traits such as mammalian sex^42^ or ant castes^13^. Our results appear to go further, showing a shift in caste-specific brain gene expression profiles among individuals whose phenotypic caste expression remains otherwise apparently unchanged. If accurate, this result shows that the expectation of a close match between expression profiles and phenotypes is excessively simplistic, or at least that detecting such a match requires detailed knowledge of relevant genes and/or exhaustive phenotypic characterization.

Although we failed to find a clear age-independent association between expression profiles and caste-related phenotypes, we cannot rule out the possibility that there are other, more subtle facets of caste identity in *P. dominula* that we failed to measure and that might explain variation in gene expression. For example, *Polistes* wasps are known to exhibit increased juvenile hormone titers following queen loss^20^, and foundress queens may possess more substantial lipid stores than early-season workers^43^. It is possible that changes in these traits or others would explain the large shifts in gene expression that we observed across all individuals following queen removal. We nonetheless consider it significant that the phenotypic changes associated with queen removal are not expressed at the level of ovarian development or dominance. These two traits are the ultimate determinants of caste identity: the fact that an individual has high JH levels does not matter to colony functioning if that same individual continues to occupy the social and reproductive role of a worker. Therefore, although we cannot unequivocally state that our results reflect a disconnect between phenotype and gene expression, it is certainly unexpected that changes in individuals’ caste-specific gene expression profiles would not be reflected at the level of caste expression that matters.

It is also possible that the relationship between caste phenotypes and expression profiles would be more obvious in tissues that were not assayed in our study (such as ovaries). We concentrated on the brain because we were able to assess individuals only over a relatively brief period following queen removal and this tissue is known to show high short-term expression plasticity^44,45^. Similarly, our choice to analyze transcriptomes of whole-brain tissue rather than singling out individual tissues within the brain was driven by both practical and scientific concerns: we aimed to acquire enough tissue per sample to avoid pooling, and also to remain agnostic regarding the specific regions of the brain that could be influential upon reproductive phenotypes. Despite the limitations of focusing on a single, heterogenous tissue type, our analyses revealed significant associations between measured expression patterns and ovarian development, indicating that brain gene expression at least partially reflects organismal physiology and the state of other tissue types.

A major advantage of this study is the use of individual-level gene expression data from a large number of subjects, including individuals reared in a shared social environment but exhibiting very different phenotypic responses to perturbation. By sequencing individuals rather than pools, we were able to match each gene expression profile to high-resolution phenotypic data that captures the scale of naturally occurring variation in features such as age, ovarian development, and dominance behavior. This resolution allows us to address questions that are otherwise inaccessible in gene expression analyses. For example, we have been able to show that caste identity, but not the residuals of caste identity on age, are significantly predictive of individuals’ change in transcriptomic caste identity following queen loss.

Our discovery of colony-wide responses to queen loss suggests that this social perturbation provokes a significant reaction even from individuals that have little hope of attaining the vacant reproductive role. This is an unexpected finding given that *P. dominula* is thought to express a “conventional” gerontocratic (age-based) mechanism of dominance and queen succession that mitigates the need for costly intragroup conflicts over the identity of the replacement queen^27,28,46^, which should greatly reduce the need for young, low-ranking workers to respond to queen loss^29^. The gene expression responses of lower-ranked workers to queen removal might plausibly represent a form of safeguard against queen loss: if queen loss sometimes occurs multiple times in quick succession or is frequently associated with a general reduction of the nest population (i.e., through predation), there might be kin-selected benefits of a colony-wide “de-differentiation” of individuals that facilitates a quicker succession process. This possibility is supported by the fact that one of the WGCNA modules that we identified was significantly enriched for the GO term “chromatin remodeling”. Regulation of chromatin accessibility, together with other epigenetic mechanisms, is a prime candidate mechanism for the regulation of caste identity in social insects^38–40^. The fact that this module was correlated with transcriptomic but not phenotypic caste identity among individuals from post-removal nests may therefore indicate that individuals respond to queen loss by priming their transcriptomes for further epigenetic changes, but that this priming only goes on to produce phenotypic effects if accompanied by a second trigger (such as the absence of an older sibling on the nest).

We identified 34 GO terms that were significantly enriched among the 1992 genes optimally separating queens and workers. Most of these terms were related to the regulation of gene expression or cell signaling, rather than to processes directly involved in reproduction or aggression. We also did not find a significant overlap between these 1992 genes and 1533 genes whose expression was correlated with vitellogenin in a previous study of caste in *P. dominula*^24^ (Jaccard index = 0.09; one-sided hypergeometric overlap *p* = 0.64), which reinforces the findings of our GO analysis because vitellogenin is thought to be a key regulator of aggression in *P. dominula*^26^. Although it might have been expected that GO terms associated with aggression or reproduction would be among the most highly enriched terms separating queens from workers in this study, this result does fit with previous studies of caste expression in *P. dominula*. For example, the most highly enriched GO terms differentiating queens and workers in Standage et al.^24^ were involved in biosynthetic processes, which the authors argue to be evidence in favor of the idea that highly conserved genes with basic biological functions may play a key role in the evolution of insect sociality (the “genetic toolkit” hypothesis^47^). Although our 1992 caste-biased genes do not significantly overlap with 295 genes that Standage et al identified as differentially expressed between queens and workers (Jaccard index = 0.02; one-sided hypergeometric overlap *p* = 0.72), the GO terms that we identified do correspond to highly conserved functions such as transcription and biosynthesis. Our results thus add to the increasing body of data supporting the genetic toolkit hypothesis.

Replacement queens in our colonies did not have access to males and therefore remained unmated even after queen succession. This may partially explain the fact that even individuals with fully developed ovaries and very high dominance ratings did not transition to a fully queen-like gene expression profile, as mating can induce significant gene expression changes in insects^48–50^. The lack of immediate mating opportunities for new queens in our experiment is not necessarily unrealistic, however: unmated hymenopteran females can lay unfertilized eggs, which develop as males. Moreover, in naturally occurring early *P. dominula* nests, replacement queens may be established a month or more before they are mated^19^, presumably owing to a scarcity of early males. The unmated replacement queens analyzed here are therefore representative of those that would be present on wild nests shortly after queen loss.

Applying a support vector classification approach to behavior-associated transcriptomic data, we identified a large group of genes as differing meaningfully between *Polistes* castes—over 10% of annotated genes, a similar number to that which we were able to identify using a standard differential expression program with no log fold-change threshold. Although the set of caste-biased genes identified by our SVM approach did not differ strongly in size from that generated using a standard approach, the use of SVMs nonetheless provides two clear advantages over standard analyses. First, SVM classification not only identified a set of genes that are predictive of caste identity, but the univariate classification that the model generated also allowed us to characterize the molecular caste identity of samples that did not fall squarely into the roles of control workers and queens. Standard differential expression analyses such as edgeR^51^, DESeq2^52^, or NOISeq^53^ assess differential expression at the level of individual genes. This focus makes these approaches well-suited to the identification and ranking of genes that distinguish pre-defined states, but of limited use when classifying intermediate or uncategorized samples, a purpose for which SVM analysis is ideally suited.

A second strength of the SVM classification approach is that it partially bypasses the requirement for judgements over which genes can be considered “biologically meaningful”. Differential expression studies almost always include a fold-change threshold in their analyses to ensure that they do not include genes with very small fold changes in expression that may be statistically but not biologically significant. Choice of fold-change threshold is largely arbitrary and can be hugely impactful upon the results achieved^54^. For example, in this study, we identified just 81 differentially expressed genes when using a 1.5-fold-change threshold, compared with 2438 genes when no threshold was applied. Both of these sets of genes exhibited reduced predictive ability compared with a model generated using SVM feature selection, suggesting that the standard differential expression approach either misses genes that are predictive of caste identity or includes genes that confound caste prediction (via overfitting). Indeed, the primary reason that the majority of standard differential expression analyses include a fold-change threshold is a concern that failure to do so will result in the identification of genes that are statistically differentially expressed but are biologically uninformative^55^. Our results reinforce this notion. By contrast, the decision of whether a given gene was included in our SVM model was based on a criterion that directly reflects biological relevance: did expression measures for that gene provide additional information about an individual’s likely caste identity, and hence improve the predictive ability of our model?

Here we have undertaken a detailed analysis of the relationship between gene expression and socially mediated phenotypic plasticity, revealing broad-scale changes in caste-associated gene expression profiles following a major social disruption. Our findings demonstrate the value of SVMs both to generate sets of genes that meaningfully predict differences between well-defined phenotypes and to identify the transcriptomic changes that accompany subsequent plasticity in such phenotypes. We reveal a hitherto unrecognized capacity for large-scale disruption to caste-biased gene expression profiles even in the absence of apparent changes in caste phenotype, a disconnect that undermines simplistic models of the relationship between transcriptome and phenotype. Future studies should continue to marry detailed phenotypic and gene expression data in order to assess the prevalence and provenance of such discontinuities.

## Methods

### Sample collection

*Polistes dominula* colonies (*n* = 72) were collected from rural areas near Florence, Italy. Nests were transferred to the laboratory prior to the eclosion of workers and subordinate foundresses were removed. After at least 4 workers had eclosed, nests were filmed for 3 days and then assigned to either control or queen removal treatments. Following treatment (sham or queen removal) nests were filmed for a further three or twelve days and then all individuals were dissected and measured using ImageJ^56^ to generate ovarian development indices^57^. Footage of nests was annotated using BORIS behavioral annotation software^58^ and then used to generate dominance indices in the form of Elo ratings^59,60^. Ovarian and Elo rating data were fed into a Bayesian logistic model to produce a caste classifier, which we then used to produce a holistic measure of caste identity (“queenness”) for individuals from queen removal nests. A queenness estimate of 1 indicates that an individual is identical to a control queen in terms of ovarian development and behavioral dominance, whereas a value of 0 indicates complete identity to a control worker by the same measures. Using these methods, ovarian, dominance, and queenness data were generated for 220 workers from control nests, 330 individuals from queen removal nests and 54 queens. Complete details of all the above methods can be found in Taylor et al.^29^.

From among these individuals we randomly selected 29 queens and 20 control workers for sequencing. We additionally selected 65 individuals from queen removal nests for sequencing, using stratified random sampling to cover a full range of values of ovarian development, Elo rating, and queenness (Supplementary Data File 6). A number of these samples failed at the point of transcriptome sequencing (next section), leaving us with final sample sizes of 12 control workers, 58 queen removal individuals, and 26 queens.

### Gene expression quantification

Brain tissue was extracted from the heads of individual samples and RNA was extracted using the RNeasy Mini Kit (Qiagen) according to manufacturer’s instructions. Library preparation was performed by Novogene Co. followed by sequencing on an Illumina HiSeq 2000 platform with 150-base pair paired-end reads. Reads were filtered with SortMeRNA^61^ using default options to remove ribosomal sequences. Trimmomatic^62^ was then used to perform quality trimming. First, we trimmed adapter sequences and leading and trailing bases with low phred scores (<3). We then used the MAXINFO option with target length 36 and strictness 0.7 to trim low-quality sequences from the remaining reads. Reads were next mapped to 11,313 transcripts from the *P. dominula* genome annotation 1.0^24^ using STAR^63^ with default options. All 101 samples produced >85% uniquely mapped reads. Reads were assembled into transcripts using StringTie2^64^ before being passed on as raw counts to downstream analyses. Between each step, the quality of reads for each sample was checked using FastQC^65^. Prior to downstream analysis, transcripts were filtered to remove any gene which did not have >20 counts across all samples in at least one of the experimental groups (queens, control workers, and day 3 and day 12 post-manipulation workers). Following this filtering, 10734/11,313 (94.9%) of transcripts remained.

### SVM classification

Support vector classification was performed in R^66^ using the e1071 package^67^ using the gene expression profiles for all available queens (coded with a value of 1; *n* = 26) and control workers (coded with a value of 0; *n* = 12). Classifiers were assessed via their threefold cross-validation error rates; classifiers with lower classification error were considered to be superior. SVM classification operates by taking multidimensional data (e.g., the expression levels of many different genes) pertaining to two or more classes (e.g., queens and workers) and identifying a kernel function that will transform the data such that the classes can be linearly separated. The choice of kernel function is optimized by performing a “grid search” in which each combination of parameters within the kernel function is tested across a range of values in order to identify the set of parameters that best allow the data to be linearly separated between classes. Initially, we tested classifiers using a variety of kernel functions—radial, linear, sigmoid, and polynomial—combined with grid searches across a wide range of parameters for each kernel (kernel parameters vary depending on the form of the kernel, but always include a cost parameter *C*, which determines how strongly misclassifications are penalized). The kernel function that produced the lowest error rate was the radial function, which gives the distance between two samples *x* and *y* as:

1 $${\mathrm{exp}}\left( { - \gamma \left| {x - y} \right|^2} \right)$$

A radial kernel with *γ* = 10^−6^ and cost parameter *C* = 2^5^ was found to produce the lowest error rate of all combinations of parameters, so all subsequent classifiers were fit using this kernel and a more focused grid search in a parameter space of 2^4^ < *C* < 2^6^ and 10^−5^ < *γ* < 10^−7^ in order to minimize the processing power necessary to perform feature selection. For feature selection, we took the classifier fitted with all genes, and iteratively performed the following process: (1) the threefold cross-validation error of the model was calculated twenty times using randomly assigned bins, and the mean of the resulting errors was recorded as the true validation error of the classifier; (2) the feature weights of all genes were calculated by taking the matrix product of that classifier’s coefficients with its support vectors; (3) the gene with the smallest absolute weight in the model was dropped; (4) a new classifier was calculated using the remaining set of genes. This process was repeated until just 100 genes remained, and the optimal support vector classifier was then taken as that for which the cross-validation error reached its minimum.

### Differential expression analysis

Differential expression analyses were performed in R using the DESeq2 package^52^. DESeq2 was run on all groups and contrasts were then calculated for each pair of groups. Unless otherwise stated, differential expression was calculated relative to a baseline fold change of 1.5, i.e., *p* values refer to the probability that absolute change between two groups was >50%. Genes were considered differentially expressed between conditions if *p* < 0.05 after false discovery rate correction according to the Benjamini–Hochberg procedure.

### Gene co-expression network analysis

WGCNA was performed in R using the WGCNA package^68^. As WGCNA is particularly sensitive to genes with low expression, data were first subjected to a second round of filtering in which genes that had <10 reads in >90% of samples were removed, as recommended by the package authors. This second round of filtering removed an additional 1631 genes, leaving a total of 9103 genes. Counts were then subjected to a variance-stabilizing transformation prior to further analysis, Consensus gene modules across all samples were then constructed using a soft-threshold power of 9. Initially, 26 gene modules were identified. Modules whose eigengene correlation was >0.75 were subsequently merged, after which 22 consensus modules remained. Finally, the Pearson correlation of each module with each phenotypic trait within each group (queens, control workers, and individuals from queen removal nests) was calculated and subjected to Benjamini–Hochberg FDR correction. Network summary measures and gene dendrograms for WGCNA are provided in Supplementary Figs. S12–13.

### GO enrichment analysis

In order to perform GO enrichment analysis, we first used OrthoFinder^69^ to identify orthologues for each *P. dominula* gene in *Drosophila melanogaster*, a model species for which GO annotations are much more complete. GO annotations for each *D. melanogaster* gene were acquired from BioMart^70^ and each *P. dominula* gene was then assigned GO terms permissively, i.e., a given *P. dominula* gene was assigned a GO term if that term appeared as an annotation to any of its orthologues. 6659/10734 (62.0%) of genes possessed at least one orthologue in *D. melanogaster*. GO enrichment analysis was then performed in R via the topGO package^71^ using topGO’s weight01 algorithm and Fisher’s exact test to identify GO terms that were significantly overrepresented (*p* < 0.01) in a focal set of genes against a background consisting of all genes that appeared in the relevant analysis.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

## Data Availability

Sequencing data associated with this paper have been deposited in the NCBI Gene Expression Omnibus with accession number GSE153532. Source data are provided with this paper.

## Source data

Source Data

## Code availability

Custom R code used to perform support vector classification and feature selection are provided in a GitHub repository [10.5281/zenodo.4390131], with instructions for use.

# Supplementary material for: The molecular basis of socially mediated phenotypic plasticity in a eusocial paper wasp
**Source:** Nat Commun. 2021 Feb 3;12:775. doi: 10.1038/s41467-021-21095-6

Supplementary materials to Taylor et al (2021) *The molecular basis of socially-mediated phenotypic plasticity in a eusocial paper wasp*

Figure S1. Root mean squared three-fold cross-validation error of SVMs trained using an iteratively decreasing number of genes. In each iteration, the lowest-weight gene of the previous model was removed and a new model was trained with the remaining genes. For each model, three-fold cross validation error was taken as the mean of 20 calculations using randomly-selected validation bins. The error shown in figure is a moving average with a window size of 50. Red dashed line shows the minimum validation error achieved.

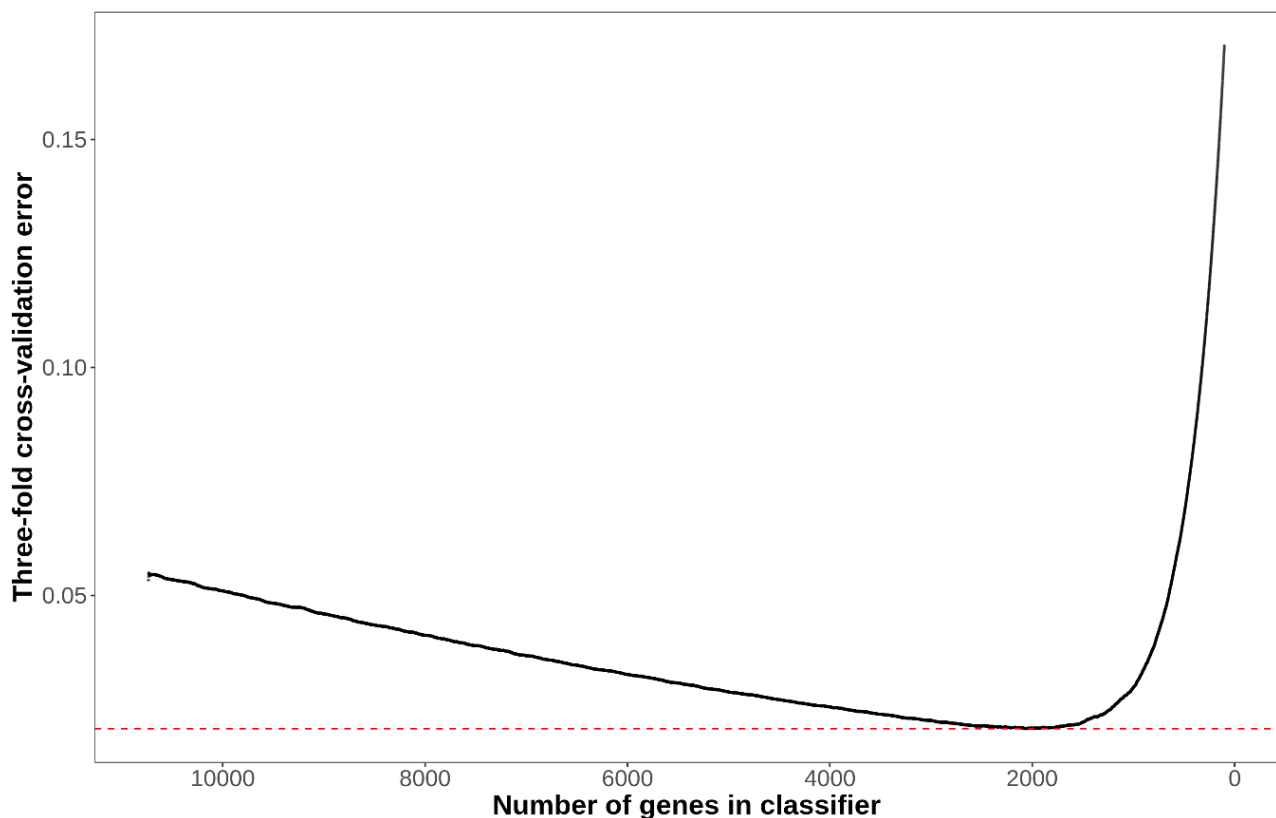

Fig S2. Significantly enriched gene ontology terms at $p < 0.01$ among 1992 caste-informative genes identified by SVM classification.

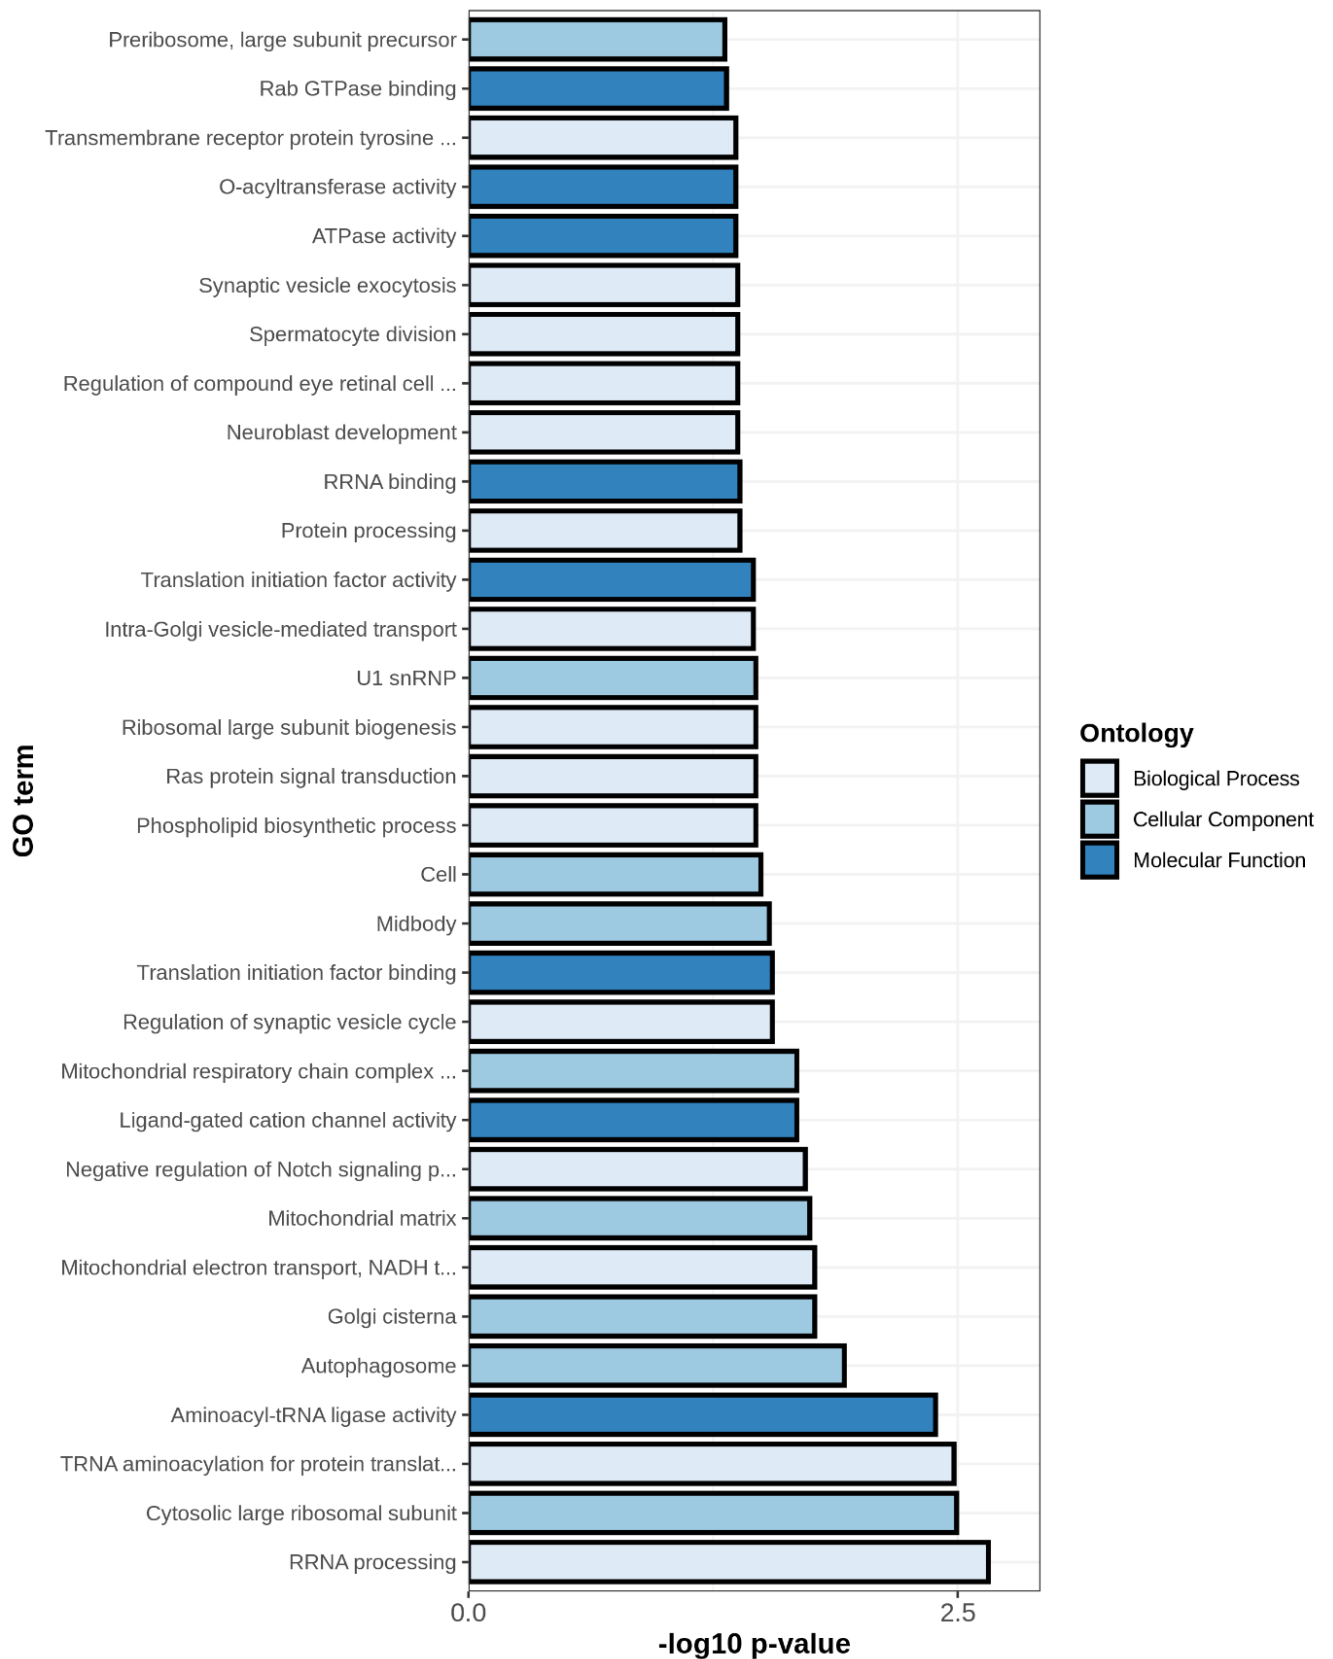

Fig S3. Absolute feature weights of the 1992 genes in the optimised SVM. 81 genes identified by DESeq2 as being differentially expressed between queens and control workers with a baseline log2 fold-change of 1.5 are marked in blue.

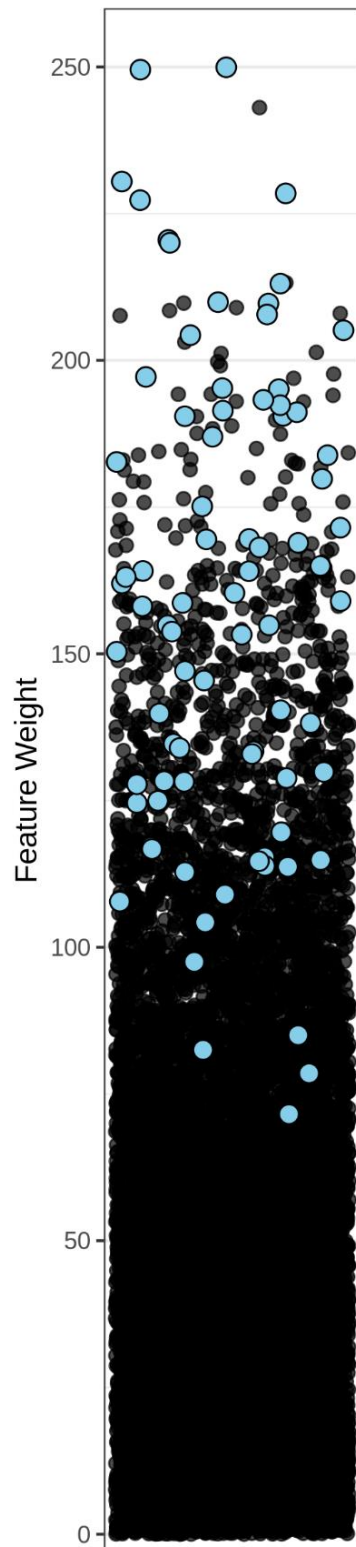

Fig S4. Distribution of phenotypic traits of sequenced individuals from queen removal colonies. Where possible, individuals were selected to represent as wide as possible a range of values for (A) Ovarian development; (B) Dominance; and (C) Phenotypic caste identity ('queenness'). Full methodology for the calculation of phenotypic indices is given in Taylor et al (2020).

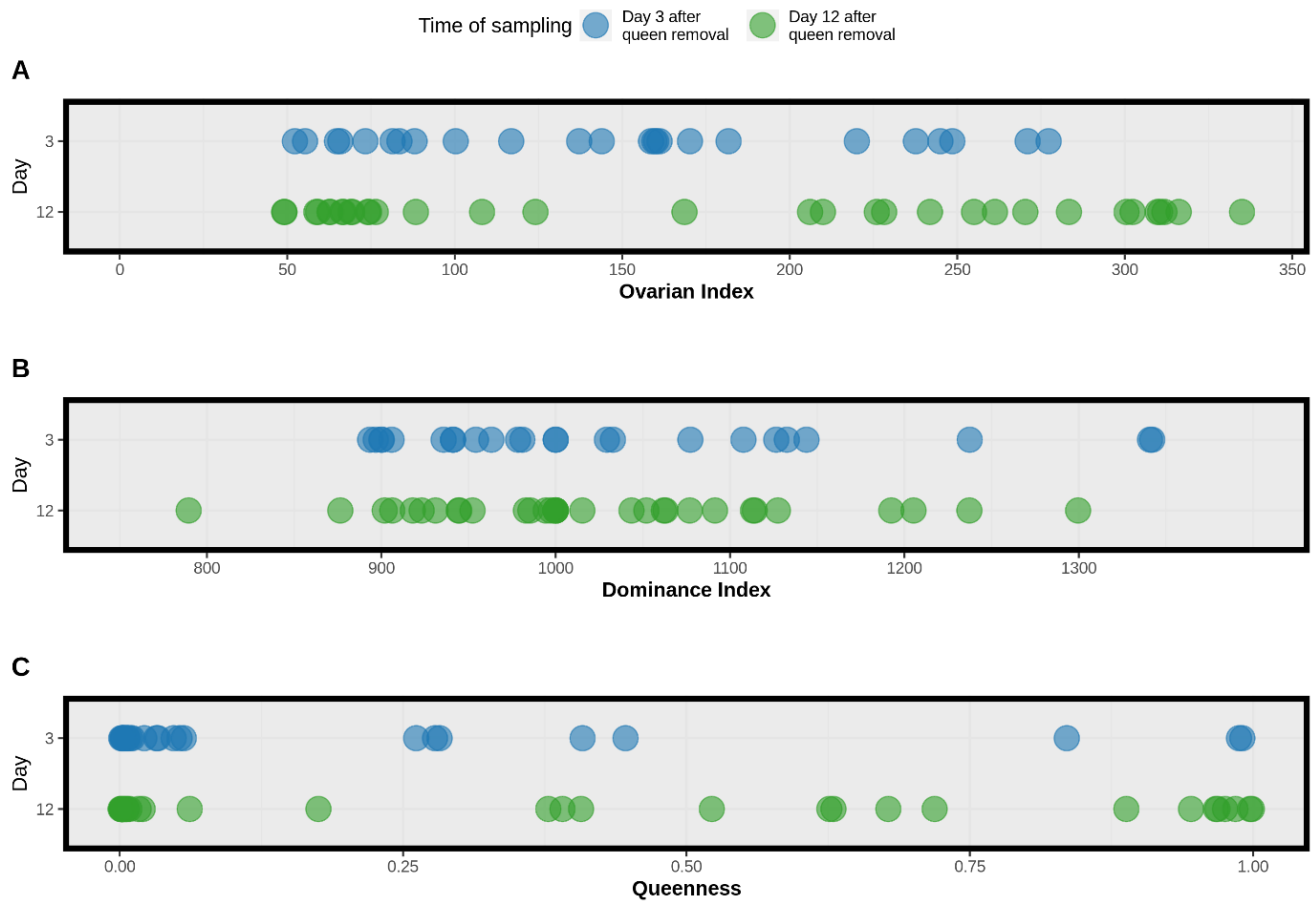

Fig S5. First two principal components generated by PC analysis of 1992 caste-associated genes identified by SVM classification.

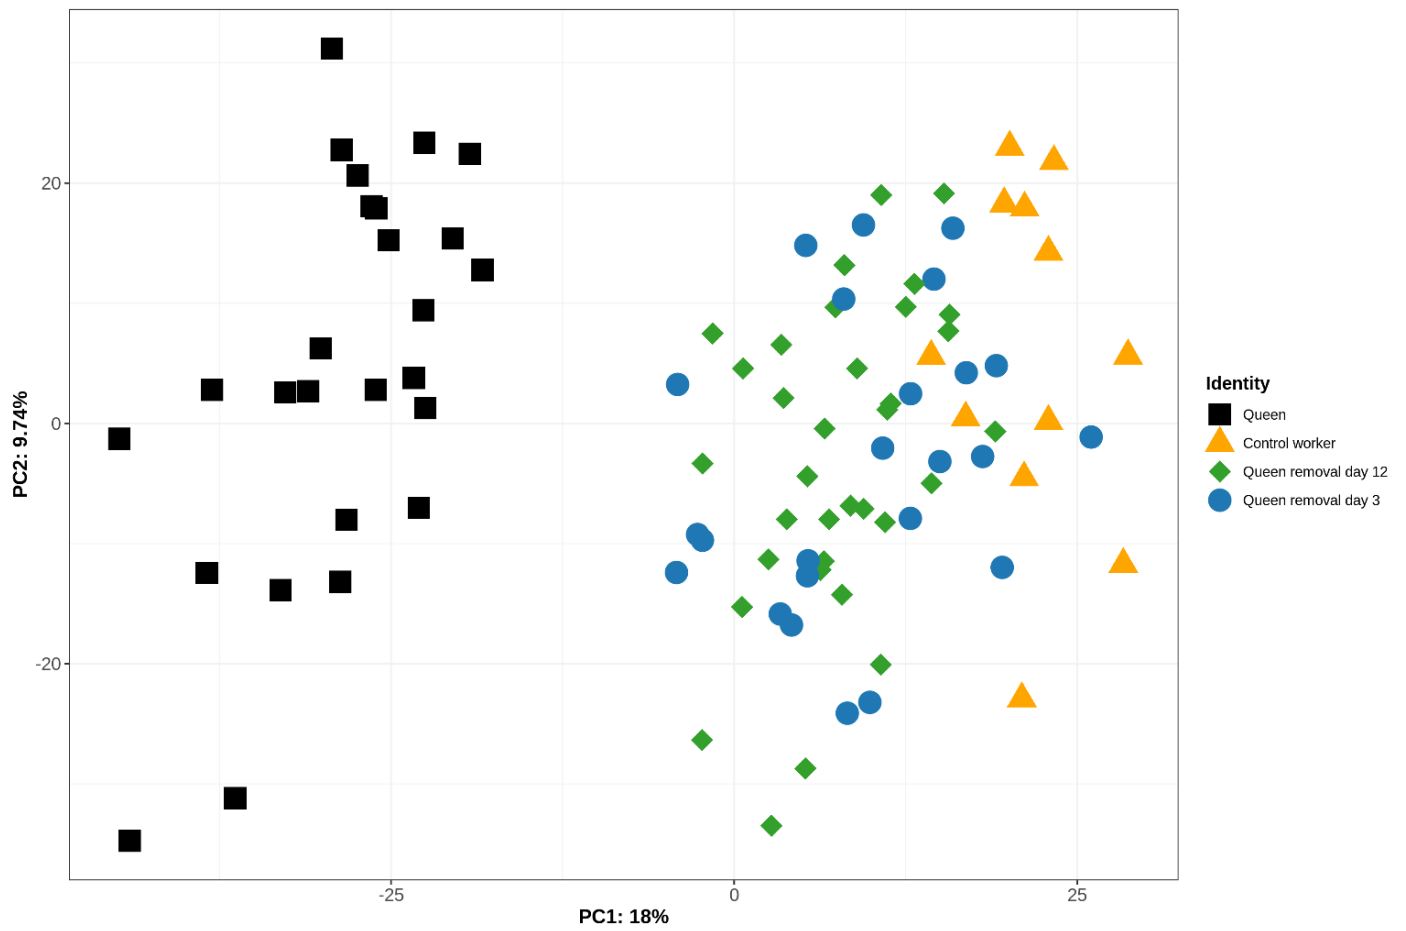

Fig S6. Module-trait correlations for consensus modules identified by WGCNA in individuals from queen removal nests (n = 62). Within each cell, the Pearson correlation coefficient is given above and the FDR-adjusted p-value is given below in parentheses.

	Queenness	Ovarian index	Dominance index	Age	SVM classification
Module 1	-0.35<br>(0.079)	-0.27<br>(0.19)	-0.16<br>(0.55)	-0.32<br>(0.079)	-0.21<br>(0.35)
Module 2	-0.48<br>(0.0037)	-0.39<br>(0.055)	-0.24<br>(0.3)	-0.68<br>(8.8e-08)	-0.43<br>(0.022)
Module 3	0.07<br>(0.82)	0.023<br>(0.93)	-0.092<br>(0.81)	-0.051<br>(0.87)	0.088<br>(0.81)
Module 4	0.024<br>(0.93)	0.11<br>(0.79)	-0.046<br>(0.87)	0.19<br>(0.55)	0.26<br>(0.22)
Module 5	-0.013<br>(0.93)	0.023<br>(0.93)	-0.042<br>(0.9)	0.08<br>(0.82)	0.15<br>(0.7)
Module 6	0.048<br>(0.87)	0.038<br>(0.9)	0.016<br>(0.93)	-0.063<br>(0.82)	0.36<br>(0.073)
Module 7	0.041<br>(0.9)	0.0071<br>(1)	-0.025<br>(0.93)	-0.077<br>(0.82)	0.19<br>(0.55)
Module 8	-0.23<br>(0.33)	-0.2<br>(0.35)	-0.099<br>(0.81)	-0.64<br>(1.6e-06)	-0.11<br>(0.79)
Module 9	0.1<br>(0.81)	0.15<br>(0.7)	-0.029<br>(0.9)	-0.026<br>(0.9)	0.34<br>(0.079)
Module 10	0.16<br>(0.55)	0.19<br>(0.55)	0.075<br>(0.82)	0.18<br>(0.55)	0.094<br>(0.81)
Module 11	0.21<br>(0.35)	0.29<br>(0.16)	0.0061<br>(1)	0.29<br>(0.16)	0.42<br>(0.022)
Module 12	0.15<br>(0.7)	0.18<br>(0.55)	0.15<br>(0.7)	0.13<br>(0.7)	0.038<br>(0.9)
Module 13	0.094<br>(0.81)	0.072<br>(0.82)	0.05<br>(0.87)	0.29<br>(0.16)	0.3<br>(0.13)
Module 14	-0.033<br>(0.9)	-0.12<br>(0.79)	0.11<br>(0.79)	0.093<br>(0.81)	-0.35<br>(0.073)
Module 15	0.12<br>(0.79)	0.048<br>(0.87)	0.17<br>(0.55)	0.14<br>(0.7)	-0.26<br>(0.22)
Module 16	0.067<br>(0.82)	0.076<br>(0.82)	0.0018<br>(1)	0.21<br>(0.35)	-0.097<br>(0.81)
Module 17	-0.057<br>(0.87)	-0.076<br>(0.82)	-0.025<br>(0.93)	0.034<br>(0.9)	-0.27<br>(0.19)
Module 18	0.0041<br>(1)	-0.068<br>(0.82)	0.097<br>(0.81)	0.14<br>(0.7)	-0.36<br>(0.073)
Module 19	-0.1<br>(0.79)	-0.096<br>(0.81)	-0.016<br>(0.93)	-0.11<br>(0.79)	-0.06<br>(0.87)
Module 20	-0.34<br>(0.079)	-0.34<br>(0.079)	-0.11<br>(0.79)	-0.31<br>(0.13)	-0.29<br>(0.16)
Module 21	-0.084<br>(0.81)	-0.079<br>(0.82)	-0.034<br>(0.9)	0.065<br>(0.82)	-0.16<br>(0.55)
Module 22	-0.053<br>(0.87)	-0.11<br>(0.79)	0.054<br>(0.87)	0.093<br>(0.81)	-0.32<br>(0.13)

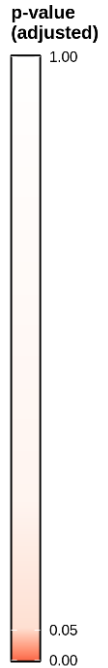

Fig S7. Module-trait correlations for consensus modules identified by WGCNA in workers from control nests (n = 12). Within each cell, the Pearson correlation coefficient is given above and the FDR-adjusted p-value is given below in parentheses.

	Ovarian<br>index	Dominance<br>index	Age
Module 1	-0.62<br>(0.2)	-0.42<br>(0.37)	-0.51<br>(0.25)
Module 2	-0.72<br>(0.11)	-0.58<br>(0.22)	-0.76<br>(0.082)
Module 3	-0.64<br>(0.18)	-0.39<br>(0.37)	-0.45<br>(0.37)
Module 4	-0.58<br>(0.22)	-0.1<br>(0.85)	-0.53<br>(0.25)
Module 5	-0.6<br>(0.22)	-0.14<br>(0.77)	-0.54<br>(0.25)
Module 6	0.37<br>(0.45)	0.28<br>(0.55)	-0.19<br>(0.69)
Module 7	-0.3<br>(0.55)	0.059<br>(0.91)	-0.18<br>(0.69)
Module 8	-0.48<br>(0.25)	-0.35<br>(0.45)	-0.86<br>(0.02)
Module 9	-0.66<br>(0.13)	-0.39<br>(0.37)	-0.71<br>(0.11)
Module 10	0.46<br>(0.37)	0.17<br>(0.69)	0.61<br>(0.22)
Module 11	0.33<br>(0.45)	0.23<br>(0.67)	0.79<br>(0.066)
Module 12	0.47<br>(0.25)	0.35<br>(0.45)	0.67<br>(0.13)
Module 13	0.43<br>(0.37)	0.061<br>(0.91)	0.75<br>(0.082)
Module 14	0.66<br>(0.13)	0.38<br>(0.45)	0.62<br>(0.2)
Module 15	0.53<br>(0.25)	0.2<br>(0.69)	0.67<br>(0.13)
Module 16	0.58<br>(0.22)	0.34<br>(0.45)	0.5<br>(0.25)
Module 17	0.44<br>(0.37)	0.16<br>(0.69)	0.17<br>(0.69)
Module 18	0.53<br>(0.25)	0.26<br>(0.55)	0.39<br>(0.37)
Module 19	0.19<br>(0.69)	0.0037<br>(1)	-0.092<br>(0.85)
Module 20	-0.4<br>(0.37)	-0.3<br>(0.55)	-0.45<br>(0.37)
Module 21	-0.15<br>(0.77)	-0.044<br>(0.91)	-0.37<br>(0.45)
Module 22	0.13<br>(0.77)	0.35<br>(0.45)	-0.19<br>(0.69)

**p-value
(adjusted)**

1.00

0.05

0.00

Fig S8. Module-trait correlations for consensus modules identified by WGCNA in queens from control nests (n = 27). Within each cell, the Pearson correlation coefficient is given above and the FDR-adjusted p-value is given below in parentheses.

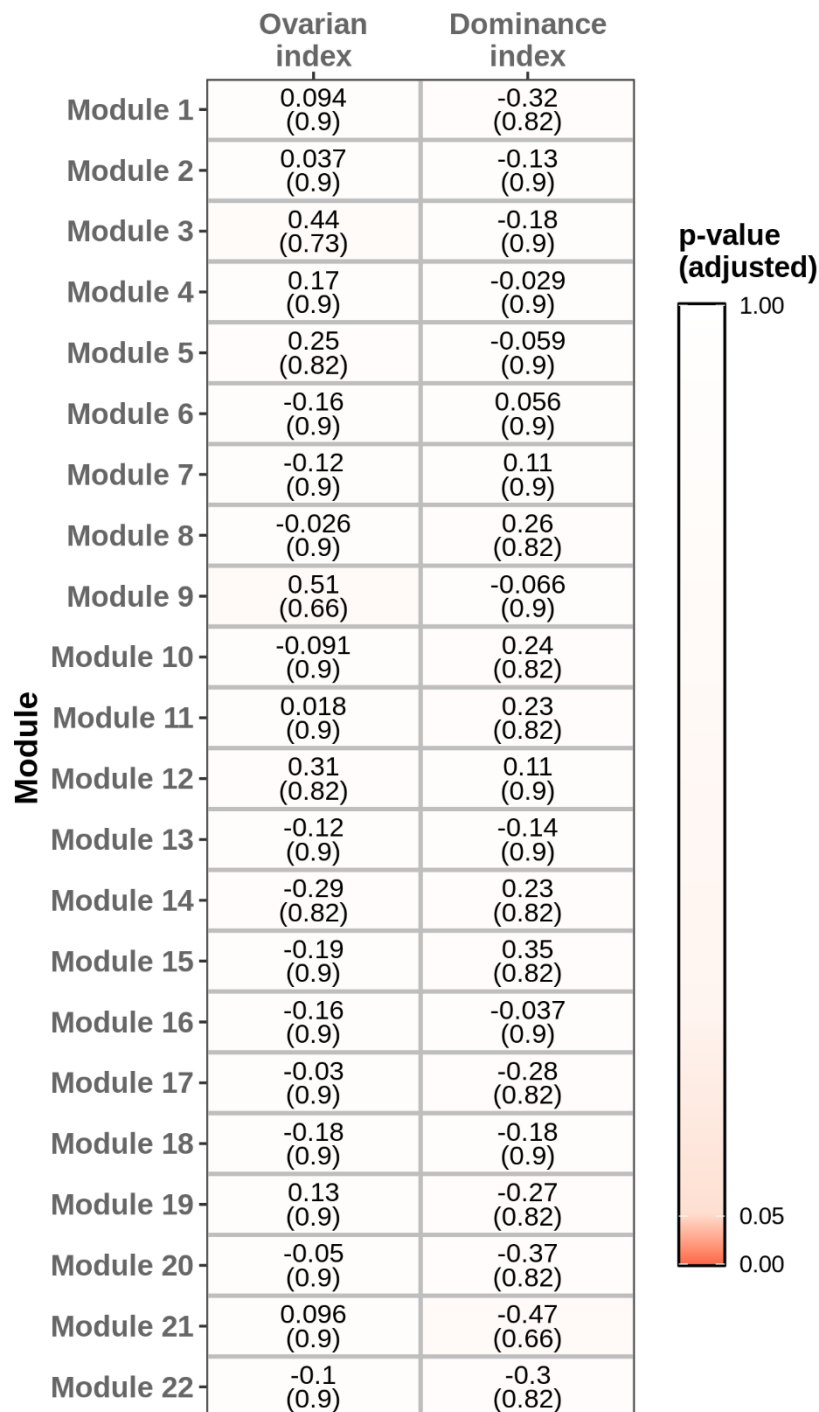

Figure S9. Overlap of gene modules identified by WGCNA and the set of caste-predictive genes identified by SVM feature selection. **Hypergeometric p:** p-value of a hypergeometric test assessing the overlap of the set of genes in the given module with the set of SVM genes. Where $p < 0.05$, cells are shaded red. **Jaccard index:** The Jaccard similarity coefficient for the genes in the module with the genes in the SVM set. 1 = perfect overlap; 0 = no overlap.

Module	Hypergeometric p	Jaccard index
01	0.99626	0.032
02	0.00099	0.016
03	0.97079	0.020
04	0.49369	0.046
05	0.99844	0.024
06	0.10656	0.038
07	0.45331	0.024
08	0.04759	0.053
09	0.80162	0.008
10	0.00480	0.095
11	0.04126	0.064
12	0.07294	0.012
13	0.99459	0.001
14	0.99189	0.059
15	0.81359	0.044
16	0.04809	0.079
17	0.97796	0.005
18	0.72614	0.007
19	0.00042	0.023
20	0.95695	0.003
21	0.25200	0.017
22	0.73293	0.007

Fig S10. Significantly enriched gene ontology terms at $p < 0.01$ for gene module 8.

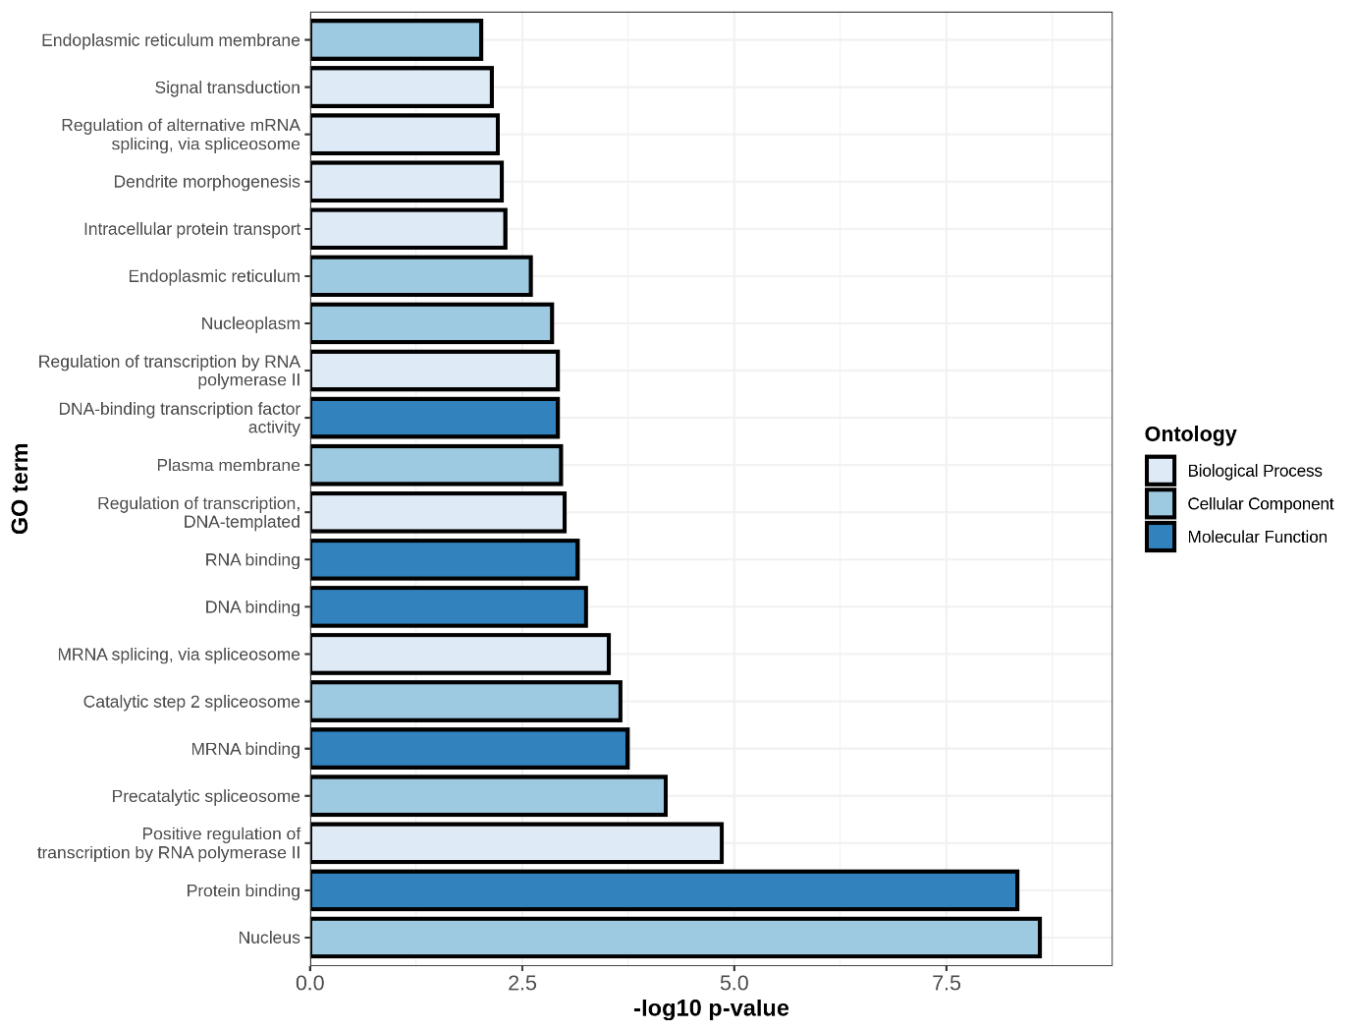

Fig S11. Significantly enriched gene ontology terms at $p < 0.01$ for gene module 11.

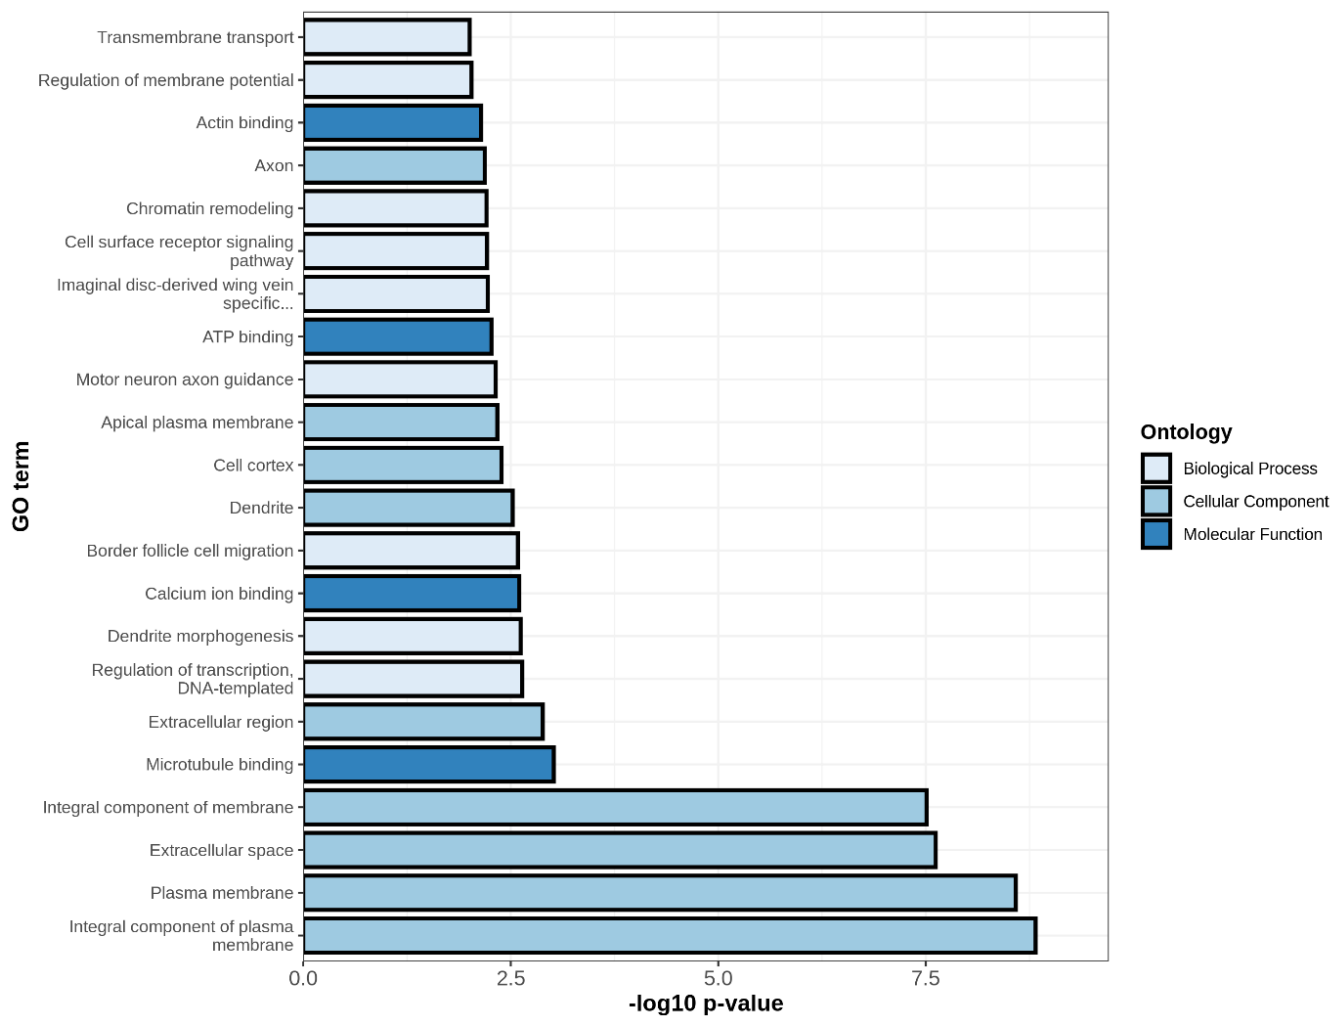

Fig S12. WGCNA summary network measures for each treatment group against soft thresholding power. Numbers in the plots indicate the corresponding soft thresholding powers. A soft thresholding power of 9 was chosen to balance model fit against connectivity.

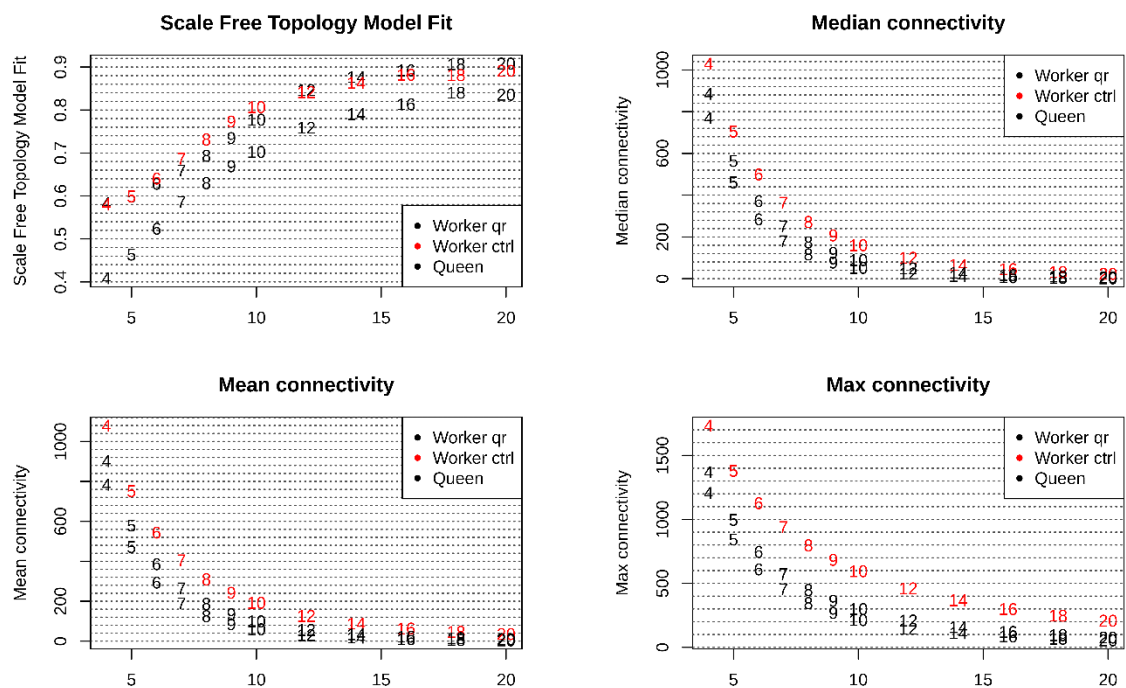

Fig S13. Gene dendrogram with clustering based on consensus topological overlap. Upper colour row: consensus module assignments prior to merging of modules with similar expression profiles. Lower colour row: consensus modules following merging of similar modules.

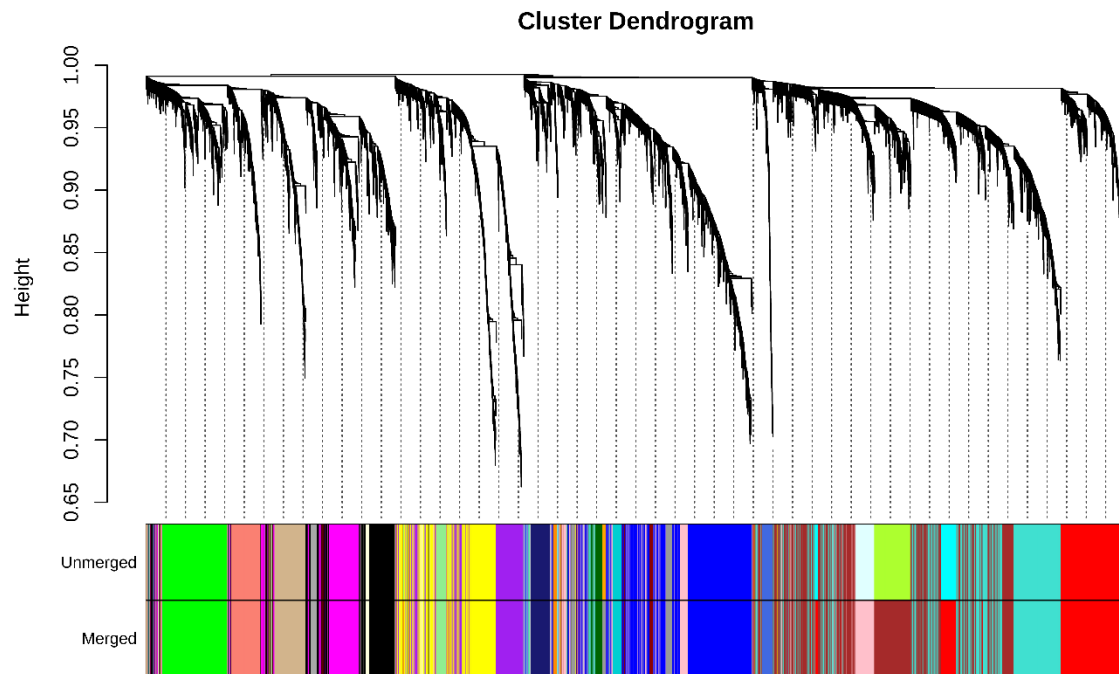

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: The molecular basis of socially mediated phenotypic plasticity in a eusocial paper wasp
**Source:** Nat Commun. 2021 Feb 3;12:775. doi: 10.1038/s41467-021-21095-6
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Boris v7.0.12
ImageJ v1.52

Data analysis

R v4.0.2
SortMeRNA v2.1
Trimmomatic v0.39
STAR v2.7
StringTie2 v1.3.6
OrthoFinder v2.3.7
FastQC v0.11.8
BioMart v2.46.0

GitHub with custom R code: <https://github.com/BenjaminATaylor/Taylor-et-al-2020-demo>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Sequencing data associated with this paper have been deposited in the NCBI Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo) under accession number GSE153532 and are now publicly available.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Target sample sizes for each control groups were set at ~20 for queens and control workers and ~25-35 for the two groups of queen removal individuals. Sample sizes were selected to be well above the standard for our field (in which gene expression data rarely exceed 10 replicates/group, e.g. Warner et al Nature 2019 use three biological replicates/group; Weiner et al Genome 2017 use 5-7 biological replicates/group), to account for the additional noise generated by sequencing individuals rather than pools. Sample sizes for queen removal individuals were much larger than those for queens and control workers, because queen removal individuals exhibit much greater phenotypic heterogeneity. The sample sizes were chosen to allow us to identify expression correlates of this heterogeneity within cost constraints.
Data exclusions	8 of the individuals (6 control workers and 2 queens) that were originally sequenced were subsequently excluded, as inspection of the data suggested that these individuals were in fact members of the species <i>Polistes gallicus</i> , which is extremely phenotypically similar to <i>Polistes dominula</i> . All eight of these individuals belonged to the same two nests, and all exhibited greatly reduced rates of unique mapping to the <i>P. dominula</i> genome relative to the other samples. Without a way to verify that these samples were the correct species, we erred on the side of caution and did not include the samples in any further analysis.<br><br>579 genes with low expression were excluded, as described in the methods.
Replication	Phenotypic data were measured twice by independent observers and were judged to be strongly replicable (Cohen's kappa > 0.9).
Randomization	Nests were assigned to treatment groups prior to the eclosion of workers using stratified random sampling.
Blinding	Blinding during the laboratory-based portion of the experiment was not possible, as the presence or absence of a queen on a nest is unavoidably obvious. All phenotypic measurements and RNA extractions were performed blind with respect to treatment group.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	The study did not involve laboratory animals.
Wild animals	Polistes dominula paper wasps nests located near the Department of Biology, University of Florence were identified and observed daily until they reached a large enough size to be removed. Removals were performed early morning (while individuals were still subdued by the cool temperatures) by using a small pair of forceps to pull the nest off the wall or other surface by its petiole. Removed nests were immediately placed with all individuals into a jar and transported within ~30 minutes to the laboratory. A total of 146 foundress queens (female; approx age = 6 months) and 8 workers (female; approx age = 1 week) were transferred in this manner. At end of experiment, all samples were euthanised by decapitation using surgical scissors immediately followed by placement into ethanol (bodies) or RNAlater (heads).
Field-collected samples	Nests were housed in 30x30x30 cm glass boxes with wire mesh on top to allow inflow of fresh air. Water, nest materials and food (dipteran larvae) were provided ad libitum. Photoperiod was ambient (approx. 06:00-20:30); temperature was ambient on warm days, and supplemented by heaters on cool days (maximum temperature ~35C; minimum temperature ~15C). At end of experiment, individuals were removed early in the morning while temperatures remained cool and euthanised by decapitation using sterile surgical scissors, immediately followed by placement into ethanol (bodies) or RNAlater (heads).
Ethics oversight	Ethical oversight is not currently required for the use of arthropods for scientific purposes in the UK or in Italy.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: The molecular basis of socially mediated phenotypic plasticity in a eusocial paper wasp
**Source:** Nat Commun. 2021 Feb 3;12:775. doi: 10.1038/s41467-021-21095-6
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1:

“Genes removed following each feature selection iteration of the support vector machine. RSMCError: The root mean squared 3-fold cross-validation error of the model that resulted following the removal of each given gene. Weight: The weight of each feature in the original, unoptimized SVM. Weights were calculated as the matrix product of the SVM's coefficients and its support vector values. Optimal: Whether the gene appears in the final, optimized caste-classifying SVM. DE: Whether the gene was identified by DESeq2 as differentially expressed between queens and workers.”

Supplementary Data 2:

“Genes remaining in the final, optimized support vector machine. Weight: The weight of each feature in the original, unoptimized SVM. Weights were calculated as the matrix product of the SVM's coefficients and its support vector values.”

Supplementary Data 3:

“Genes identified as differentially expressed between control workers and queens by DESeq2 at adjusted $p < 0.05$. BaseMean: Mean expression of the gene in the reference group (queens). Log2LFC: Log(2) fold change of the gene in the comparison group (workers) compared to the reference group. LFCSE: Standard error of the log fold-change. Stat: Wald test statistic for the given comparison. pvalue: p-value for the given test statistic. padjusted: Adjusted p-values generated using Benjamini-Hochberg correction with $\alpha = 0.05$.”

Supplementary Data 4:

“Genes identified as differentially expressed between control workers and queen removal individuals by DESeq2 at adjusted $p < 0.05$. BaseMean: Mean expression of the gene in the reference group (queens). Log2LFC: Log(2) fold change of the gene in the comparison group (workers) compared to the reference group. LFCSE: Standard error of the log fold-change. Stat: Wald test statistic for the given comparison. pvalue: p-value for the given test statistic. padjusted: Adjusted p-values generated using Benjamini-Hochberg correction with $\alpha = 0.05$.”

Supplementary Data 5:

“Genes identified as differentially expressed with scaled age among control workers by DESeq2 at adjusted $p < 0.1$. BaseMean: Base mean expression (intercept) of the gene. Log2LFC: Log(2) fold change of the gene with a unit increase in age (as age was scaled, a unit increase here represents an increase of one standard deviation). LFCSE: Standard error of the log fold-change. Stat: Wald test statistic for the given comparison. pvalue: p-value for the given test statistic. padjusted: Adjusted p-values generated using Benjamini-Hochberg correction with $\alpha = 0.05$.”

Supplementary Data 6:

“Phenotypic data pertaining to samples analyzed in the study. Treatment: The treatment group to which the individual was assigned. C = sham removal; QR = queen removal; 3 = three-day observation following manipulation; 12 = twelve-day observation following

manipulation. Role: Whether individual was originally a foundress queen or a worker. Age: Age in days at time of sampling. Ovaries: Ovarian index at time of sampling, measured following Cini et al (2013). Elo: Elo rating for the individual based on intragroup dominance interactions in the three days prior to sampling, as described in Taylor et al (2020). Queenness: For queen removal individuals, caste identity at the time of sampling, measured as described in Taylor et al (2020). NestID: Nest from which the individual was collected.”

How the deposited data were processed for this re-analysis (not part of the article)

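RNA of 96 *P. dominula* brains was measured by RNA sequencing, from 26 queens, 12 workers of control nests and 58 individuals of queen removal nests, 24 sampled 3 days and 34 sampled 12 days after the queen was taken. Each brain was 1 library and nothing was pooled. Queen removal individuals came from 8 nests at day 3 and 10 nests at day 12, so wasps of one nest are not independent. The name of a wasp of day 3 carries the number of control nest 28. The study lists her under queen removal nest 38, and she was placed there. 14 queens came from control nests, and 12 came from queen removal nests, where they were taken on the day of removal.

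The authors removed reads of ribosomal RNA with SortMeRNA, trimmed reads with Trimmomatic, aligned them with STAR at default settings to the annotated transcripts of *P. dominula* and obtained raw counts with StringTie2. The deposited values are raw counts per gene, whole numbers without normalization. The table had 11335 entries, of which 194 repeated a gene ID and were summed to 11140 genes. One entry without a gene name held 0.0216% to 0.0706% of the counts of a library and was left out of library totals and tests. Libraries held 7933671 to 18124755 counts, with a median of 12786640. The highest correlation between 2 libraries was 0.980, over log2 counts across genes, and no library was a copy of another.

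Genes with more than 20 counts summed over at least one of the 4 groups were kept, 10794 in all, since this reading of the study's filter came closer to the study's number of genes than the other (8882 genes with more than 20 counts in every sample of a group). Differences were tested with edgeR 4.0.16 (TMM scaling, quasi-likelihood test) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Queens, control workers and queen removal individuals shared one fit, and the comparison of days used a fit of 4 groups. Differences past 1.5-fold were tested with edgeR's glmTreat. Age and queenness were fitted per SD within control workers (age, threshold 0.1) and within queen removal individuals with day as a covariate. Age, ovarian index, Elo score and queenness of each wasp were taken from the study's source data. DESeq2 1.42.0 and limma 3.58.1 (voom with nest as a random effect) were alternatives. Standard errors of log2 fold changes came from the same fits.

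The SVM was an epsilon regression in scikit-learn 1.9.0 under Python 3.11.15. Its values were transformed with DESeq2's variance-stabilizing transformation and z-scored over the 96 libraries. Cost and gamma were the pair that the paper found best at first, and they were held fixed for every gene set outside the alternatives. The paper searched a narrower range of both again for its later models. Feature selection dropped the gene of smallest weight, one at a time, down to 100 genes, and errors were averaged over 20 random binnings into 3 folds. Selection was repeated inside each training set in 5 binnings. Estimates without a wasp's nest came from models trained on all other nests, with feature selection repeated on those nests. Co-expression modules were computed with numpy 2.4.6 and scipy 1.17.1, since the WGCNA package was not used here. Relations and differences of single values were tested with 100000 two-sided permutations, whose smallest p is 1e-05. The prior count of log2 CPM was 2.

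Symbols came from a reference gene table of the assembly Pdom_raw_medaka, in which 10144 of 11140 IDs had an entry and 4065 had a symbol, and 4399 IDs had a product name in the study's supplementary tables. Kr-h1 (LOC107064343) is named by its symbol in the reference table alone, and the study's product name for it differs. No genome was used, and no coordinates are given. The themes of 26 gene lists were set as patterns on product names before the data were examined, together with the tests, the alternatives and the rule for naming genes. The symbols that make up each list were written out from the reference table before any comparison was fitted. Most histone genes have no symbol, so histones were counted by symbol or product name, a choice made after the data were seen. Of the 26 lists, 24 had at least 5 members and entered camera with a preset correlation of 0.01, camera with an estimated correlation and fry. Muscle, photoreceptor, glial, fat body and exocrine gland genes served as markers of other tissues or cells in a dissected head. Named genes were the 10 of smallest p in each direction of the caste, queen removal, age and queenness comparisons that had a product name, up to 4 members of each list, the 5 genes of Supplementary Data 4, vitellogenin, Kr-h1 and jhamt, and the 5 genes of largest SVM weight in each direction. Not every gene that this rule named is reported here. Genes in the study's tables had been seen before this rule was written. Genes named for the comparison of days, the muscle genes tn and LOC107074300, Def1, CPR17 and the genes of 1.5-fold difference after queen removal were chosen after their values were seen. Jhamt, the enzyme that makes juvenile hormone, had a log2 fold change between castes of -0.27 (adjusted p = 0.392 by edgeR with Benjamini-Hochberg adjustment).

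Each step was also run on simulated data. In counts drawn for the real genes, edgeR recovered 76% of genes changed 1.5-fold and 97% of genes changed 3-fold between castes, with 7.98% of its calls wrong. It recovered 79% and 96% between control workers and queen removal individuals, with 1.69% of calls wrong. For age it recovered 49% of slopes of 0.3 in control workers and 85% in queen removal individuals. These counts were drawn independently for each wasp, without any correlation within nests, and genes of very low level were left unchanged. The rates therefore need not hold for the real comparisons. In simulated castes without any shifted gene, feature selection lowered the SVM error from 0.234 to 0.108, and the error of selection repeated inside the training sets was 0.228. Alternatives were other scalings, filters, tools, samples and covariates, blocks for nest and replicate number, and other kernel settings. Gene ontology enrichment was not repeated, and the supplementary list of SVM genes, of which the copy used here held fewer genes than the paper gives, entered no overlap or enrichment test and served only as an alternative gene set for the SVM.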

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

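The tests of estimates without a control worker's nest, of nest means and of age on that difference, of selection inside each training set and of the fat body genes were chosen only after the result was seen.

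Kr-h1, which the paper does not discuss, lay above the highest control worker in 22 of 58 queen removal individuals. The slope of the SVM estimate on the ovarian index differed between days by -0.0608 per SD, day 12 minus day 3 (two-sided permutation p = 0.0182, 0.0728 after Benjamini-Hochberg adjustment over 4 tests).

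Control workers were fitted at 0.0970, next to the margin of 0.1 that the regression leaves without penalty, and queen removal individuals lay higher. With each worker's nest left out of the training, control workers averaged 0.220, so part of the gap comes from fitting the wasps that trained the model. The rest does not: queen removal individuals stayed 0.114 above held-out control workers (permutation p = 0.00024), which argues against fitting as the whole cause. With age as a covariate they stayed 0.0720 above them (permutation p = 0.00499), but these permutations treated wasps of a nest as independent. Age and nest were not taken into account together, so a linear effect of age as the whole cause stays open. Averaged by nest the held-out difference was 0.0994 (permutation p = 0.00146), which argues against chance variation between nests. The lower error of the selected genes may come from the held-out wasps having taken part in the selection, since selection inside each training set gave 0.0568, within 1 SD of the error of all genes. The loss of the queen remains a candidate explanation for the held-out difference. Age and the muscle RNA that differed between the groups stay open beside it. The choice of wasps does too: control workers were picked at random, and queen removal individuals to span ovarian development, dominance and queenness. The SVM estimate rose with queenness, and the effect of this choice was not tested.

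Kr-h1, vitellogenin and 2 genes of hydrocarbon synthesis rose with queenness in queen removal individuals. A larger share of fat body RNA would raise fat body transcripts together, and 7 of them without vitellogenin had a median slope of -0.35 log2 units per SD (from -1.87 to 0.28). Among the 7 are the hexamerins Hex70a and Hex70c, which were also higher in control workers than in queens. The median therefore cannot decide about a share of fat body RNA. The slope of Kr-h1, 1.89, was 1.68 with age and 2.12 with library depth as a covariate, and its call was kept in both, which argues against age alone or depth. A response to juvenile hormone in wasps that approach the queen phenotype is a hypothesis that stays open, found and tested on the same wasps, and no hormone was measured.

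Genes of oxidative phosphorylation fell with age in queen removal individuals, with a median slope of -0.21 log2 units per SD over 52 genes. A smaller share of muscle or glial RNA in older heads could lower them, but with muscle genes as a covariate the median slope was -0.16 (50 genes called), with glial genes -0.20 (46 called) and with library depth -0.21 (52 called). None of the 3 took away more than part of the slope. Over all genes, age calls went from 888 to 241 with the glial covariate, 873 with muscle and 952 with depth. A change in the share of glial RNA therefore stays open for the other age genes. A fall of respiratory gene expression with age is a hypothesis that stays open, and a change in cell types other than those of these lists was not tested. The slopes are linear, and whether the fall was limited to young wasps was not tested.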

How the results depend on the processing

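The alternatives added after the data were seen were leaving out single control workers, muscle genes as a covariate, thinned libraries, a gamma scaled by the number of genes, nest means, held-out estimates in relations of queen removal individuals and list members by product name. Of 144 alternatives for 32 results that answer a comparison, 90 were the same, 12 stronger, 34 weaker, 8 moved and 0 reversed. For tested values, the same meant an unchanged direction and side of the threshold. Counts of genes or lists were compared by their totals alone, and the same meant within 1.5 times. A change of direction among the genes counted was therefore not labelled reversed. Of 1048 alternatives for 127 named genes, 868 were the same, 10 stronger, 170 weaker and 0 reversed. The 28 queen removal genes were 188 by DESeq2 (160 higher, 28 lower), 98 with only the 2 groups compared in the fit, 278 with age as a covariate, 55 with day 12 alone, 10 with day 3 alone, 2 by voom with nest as a random effect, 12 with the muscle covariate (0 higher, 12 lower) and 0 by edgeR with more than 20 counts in every sample (1390 at an unadjusted p under 0.05). The 3 genes at 1.5-fold, all lower, were replaced by 5 other genes with DESeq2, all higher. The muscle covariate gave 5, not shown to be the same genes. With filterByExpr, edgeR called 0 (137 at an unadjusted p under 0.05). Leaving out 1 control worker moved the 28 genes to between 4 and 85 (14, 8, 13, 11, 8, 4, 16, 6, 11, 85 and 9 without replicates 1, 2, 3, 4, 5, 7, 8, 9, 10, 11 and 12) and the 3 genes to between 1 and 4 (1 without replicate 2). The 2461 caste genes were 1220 with nest as a block and 1368 with the queens of queen removal nests alone, and the 117 at 1.5-fold were 60 with nest as a block and 51 with counts in every sample. Day genes were 13 with age as a covariate and 0 by voom with nest as a random effect (703 at an unadjusted p under 0.05), and DESeq2 split its 31 into 19 higher and 12 lower where edgeR had 12 and 19. Age genes of control workers were 629 by DESeq2, age genes of queen removal individuals 567 with queenness as a covariate, and queenness genes 75 by DESeq2 (32 rising, 43 falling) and 22 with age as a covariate. Camera with an estimated correlation called 0 lists where the preset called 9 for caste, 0 of 8 for queen removal, 0 of 10 for age in control workers, 2 of 11 for age in queen removal individuals and 0 of 6 for queenness, and fry called 8, 0, 1, 7 and 2. The SVM error of all genes was 0.180 at a gamma of 1e-07 and 0.0407 with whole nests left out. Nested selection gave 0.0568 for the selected genes, 0.218 for the 1.5-fold caste genes and 0.0689 for all caste genes, and the scaled gamma 0.0216 and 0.0288 for the last 2. The slope on age within day 12 was 0.0260, that on residual queenness 0.0284 with nest as a random intercept and that on age in held-out control workers 0.0609. The position of queen removal individuals on the first component was 1.15 with all genes, where that component hardly separated the castes, and on the second they averaged -6.07, next to control workers at -6.14 and below queens at 16.4. Fewer genes, fewer samples or wasps held out lie in the construction of the filter, day and nested settings, and wasps held out in that of the held-out estimates. The SVM error with whole nests left out came from larger training sets than the 3-fold error. Fewer samples also lie in the edgeR fits with nest or replicate number as a block and in those that left out queens or single control workers. For the others the cause was not tested.

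Replicate numbers are shared by queens and control workers, but they pair nothing: correlations of deviations ran from -0.162 to 0.35 over 12 pairs, 2 were over 0.1, and 3 of 12 control workers correlated best with the queen of their number. The fit with the replicate block kept only wasps with replicate numbers up to 12. It called 1747 caste genes, 99 at 1.5-fold and 135 queen removal genes (89 higher, 46 lower). Depth did not limit the counts at this size, since thinning every library to 7933622 counts left 2341, 110, 31 and 4 genes. Over 50 regroupings of the same wasps, the real one included, chance can be excluded for the 2461 caste genes (1 as large, highest other 704) and the 117 at 1.5-fold (1, highest other 7). For the 28 queen removal genes 2 were as large (highest other 30), but the regroupings did not keep nests together and voom with nest as a random effect left 2 genes, so chance stays open. It cannot be excluded for the 3 queen removal genes at 1.5-fold (18, highest other 16) or the 31 day genes (4, highest other 257). Why some regroupings called several times the real number was not tested.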

Differences from the paper's values

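The scaled gamma and the test of gene lists among the genes kept by feature selection were chosen only after the result was seen. Of 34 values of the paper set beside a value from the files, 5 differed, which means by more than 1.5 times and beyond the larger error where there is one, or beyond that error alone for signed values. For the SVM error of the 1.5-fold caste genes the paper gives 0.065 and the value here was 0.198. The 2 fits are unlike: the paper used 81 DESeq2 genes and searched over cost and gamma, and here 117 edgeR genes were fitted at a fixed gamma. The paper calls its errors root mean squared, but those for all genes and for the genes kept lie near the mean squared errors here. Its 0.065 is also the error it gives for all genes, so what this difference means is uncertain. Genes called again inside each training set gave 0.218, which differs too. The gamma scaled by the number of genes, chosen after seeing the values, gave 0.0216, below the paper's value, over the same 117 genes.

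For genes past 1.5-fold between control workers and queen removal individuals the paper gives 5 and edgeR called 3. DESeq2, with 5, a filter of at least 1 count, with 4, and age as a covariate, with 4, no longer differ in number. The genes themselves can differ: of the paper's 5, edgeR's main fit called 0 at 1.5-fold. DESeq2's size factors in edgeR (3), filterByExpr (0) and only these groups in the fit (3) do. Without the fold threshold the paper gives 291 and edgeR called 28. Age as a covariate, with 278, no longer differs in number. That fit adjusts for age, which the paper does not describe for its contrast, and Kr-h1 lost its call in it. DESeq2 (188), its size factors in edgeR (30), filterByExpr (24), at least 1 count (31), more than 20 counts in every sample (0), only these groups in the fit (98), the replicate block (135), voom with nest (2), day 3 alone (10), day 12 alone (55) and the fit without the wasp named for nest 28 (22) differ. For age genes of control workers the paper gives 625 and edgeR called 160 at the same threshold of 0.1. DESeq2, with 629, no longer differs, and filterByExpr (165) and the other size factors (161) do. For the Jaccard index of SVM genes and age genes the paper gives 0.05 and the value here was 0.0158. With DESeq2's age genes it was 0.0476 and no longer differs.

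Hex70a is among the genes of the paper's Supplementary Data 4, at the paper's -3.274. Here edgeR gave -1.16 (adjusted p = 0.514 with Benjamini-Hochberg adjustment) and DESeq2 -3.28, with an adjusted p of 0.0741 at 1.5-fold. DESeq2 called 5 of the 5 genes without a threshold and 4 at 1.5-fold. The paper calls control workers and queen removal individuals comparable in age, and here their means were 11.4 and 17.2 days (two-sided permutation p = 0.0165). The paper states that age did not predict the SVM estimate among control workers, and the fitted slope here had a permutation p of 0.0662, but the held-out slope was 0.0609 (permutation p = 0.00904). The paper reports modules that overlap the SVM genes, and 0 of 15 rebuilt modules did (lowest unadjusted p 0.384), although their construction differs from the paper's. The paper lists rRNA processing and tRNA aminoacylation among the terms enriched in its SVM genes, and here feature selection kept 2 of 31 genes of rRNA processing and 1 of 35 aminoacyl-tRNA ligases, where 5.28 and 5.96 were expected by chance, in lists made another way than gene ontology terms.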

Other observations

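No test in this part was chosen after the result was seen, but the queen named at the end was picked out after her values were seen.

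Further gene groups differed between queens and control workers in single members. Of 78 genes of chromatin remodelling and histone modification, 13 were lower and 7 higher in control workers by edgeR (13 and 7 when adjusted over the list alone). Tet, a demethylase of DNA, had a log2 fold change, worker minus queen, of -0.80 (SE 0.14, adjusted p = 1.73e-05 by edgeR with Benjamini-Hochberg adjustment), the histone deacetylase HDAC4 had -0.58 and the bromodomain gene Brd7-9 had 0.27. Of 10 glial genes, 3 were higher in control workers (4 when adjusted over the list alone), with Gs2 at 0.76 (adjusted p = 0.000109 by edgeR), ebony (e) at 0.58 and the glutamate transporter Eaat-2 at 0.50. Of 34 neurotransmitter receptors, 5 were higher and 1 lower (5 and 1 when adjusted over the list alone), with the histamine-gated channel HisCl1 at 0.63. Of 18 synaptic genes, 3 were higher and 3 lower (3 and 3 when adjusted over the list alone), with the monoamine transporter Vmat at 0.71 (adjusted p = 3.34e-05 by edgeR) and synapsin (Syn) at -0.38. Of 23 neuropeptides and receptors, 3 were higher and 1 lower (3 and 1 when adjusted over the list alone), with the receptors ETHR at 1.04 and Crzr at 1.45. Of 20 chaperones, 4 were lower and 3 higher (4 and 3 when adjusted over the list alone), with CCT2 at -0.25. Of 29 proteasome genes, 5 were lower and 2 higher (7 and 2 when adjusted over the list alone), and the regulatory subunit 9 gene LOC107074200, outside the list because it has no symbol, stood at 650 ± 429 CPM in control workers and 92.9 ± 68.7 CPM in queens. Of 7 cytochrome P450 genes, 3 were lower (3 when adjusted over the list alone), with phtm, of ecdysone synthesis, at -1.33. Of 20 genes of immunity, 2 were higher and 2 lower (2 and 2 when adjusted over the list alone), with cact at -0.57. Of 14 antioxidant enzymes, 1 was higher and 1, catalase (Cat), lower at -0.72 (1 lower when adjusted over the list alone). Of 5 odorant-binding and chemosensory proteins, Obp11 was higher at 0.29 (1 when adjusted over the list alone). Of 7 genes of head exocrine glands and 6 odorant and gustatory receptors, edgeR and DESeq2 called 0 (1 higher in each at an unadjusted p under 0.05). Camera called none of these lists, at adjusted p = 0.15 to 0.914, and muscle genes were lower in control workers alongside those that were lower.

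With age in control workers, 2 of 10 glial genes fell (4 when adjusted over the list alone), 1 of 14 antioxidant enzymes fell (7 when adjusted over the list alone) and 2 of 78 chromatin genes rose (5 when adjusted over the list alone), at an adjusted p under 0.1 by edgeR. Photoreceptor genes were called for queenness in queen removal individuals by camera (adjusted p = 1.33e-08), and this was lost at adjusted p = 0.216 with an estimated correlation.

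The queen of control nest 16 had the lowest value of 26 queens in Kr-h1 (0.199 CPM), in histone H4 (1.89 CPM for LOC107064451) and in the SVM estimate from models trained without her nest (0.581).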
